# Mutations on the surface of HDAC1 reveal molecular determinants of specific complex assembly and their requirement for gene regulation

**DOI:** 10.1093/nar/gkaf918

**Published:** 2025-09-17

**Authors:** Ahmad Alshehri, India-May Baker, David M English, Louise Fairall, Mark O Collins, John W R Schwabe, Shaun M Cowley

## Abstract

Histone deacetylase 1 and 2 (HDAC1/2) regulate histone acetylation as catalytic and structural components of six unique multiprotein complex families: SIN3, NuRD, CoREST, MIDAC, MIER, and RERE. Co-immunoprecipitation of HDAC1-Flag followed by mass spectrometry revealed that 92% of HDAC1 in mouse embryonic stem cells resides in three complexes, NuRD (49%), CoREST (28%), and SIN3 (15%). We compared the structures of MTA1:HDAC1 and MIDEAS:HDAC1 to identify critical binding residues on the surface of HDAC1. Surprisingly, a single mutation, Y48E, disrupts binding to all complexes except SIN3. Rescue experiments performed with HDAC1–Y48E in HDAC1/2 double-knockout cells showed that retention of SIN3 binding alone is sufficient for cell viability. Gene expression and histone acetylation patterns were perturbed in both Y48E and a second mutant cell line, HDAC1–E63R, indicating that cells require a full repertoire of the HDAC1/2 complexes to regulate their transcriptome appropriately. Comparative analysis of MTA1/HDAC1 and SIN3B/HDAC2 structures confirmed the differential modes of HDAC1 recruitment, with Y48 interacting with ELM2/SANT domain-containing proteins, but not SIN3. The E63R mutation shows markedly reduced binding to NuRD and MiDAC complexes but retains some CoREST binding. We provide novel molecular insights into the abundance, co-factors and assemblies of this crucial family of chromatin modifying machines.

## Introduction

The post-translational modification of histones is a fundamental mechanism for the regulation of chromatin organization in all eukaryotes. Acetylation of highly conserved lysines in the N-terminal tails of all four core histones leads to a loosening of chromatin structure as well as providing binding sites for acetyl-lysine reader proteins [1]. Critically, histone acetylation is a dynamic process, with a half-life of 30–120 min [2, 3], due to the interplay of histone acetyltransferase (HAT) and histone deacetylase (HDAC) enzymes. HDAC1 and HDAC2 (HDAC1/2) are highly conserved paralogues that serve as common catalytic components of six distinct families of multiprotein complex: SIN3, NuRD, CoREST, MiDAC, MIER and RERE. Each consists of a central platform (e.g. SIN3A) that mediates the binding of HDAC1/2 and numerous auxiliary proteins that add complementary activities [4, 5]. These include additional enzymatic activities, such as the helicase, CHD4 (NuRD), and lysine-specific demethylase 1 (LSD1/KDM1A) in CoREST. Within each family there are also distinct assemblies, SIN3A versus SIN3B for instance [6]. While retaining a similar domain structure, SIN3A and SIN3B form biochemically and structurally distinct complexes [7–15] resulting in different mouse knockout phenotypes [16–18]. An analogous arrangement also occurs in NuRD, where MTA1 interacts with either MBD2/3 or PWWP2A/B in a mutually exclusive manner to form discrete complexes with different functions [19]. A deeper understanding of the assembly and structure of these diverse complexes is essential to understanding the mechanism of HDAC1/2 activity in cells.

The 15 HDAC1-binding partners can be split into two main classes: the majority that employ ELM2–SANT domains (MTA1-3, RCOR1-3, MIER1-3, MIDEAS, TRERF1, ZNF541, and RERE) and the two highly related corepressors, SIN3A and SIN3B. With the exception of ZNF541 (testis-specific), the expression of these proteins is largely ubiquitous in human cells. Each cell type, therefore, has the option to employ 14 different HDAC1-binding platforms, with a multitude of accessory proteins, contributing both chromatin binding and modifying activities. In mice, knockout of critical components of the SIN3A, NuRD, CoREST, and MIDAC complexes results in embryonic lethality [16, 20–23], suggesting that each possesses a unique and essential function. Why cells contain such a variety of vehicles for HDAC1/2 activity remains to be fully understood. Structural biology has provided insights into the assembly of these macromolecular machines. In addition to a unique set of components, complexes have either monomeric (CoREST and SIN3B/Rpd3s), dimeric (SIN3A/Rpd3L and NURD), or tetrameric (MiDAC) assemblies [7–14, 21, 24, 25], particularly pertinent for nucleosomal substrates containing two copies of each core histone.

To disentangle unique from overlapping activities of HDAC1/2 complexes, we require additional information about complex components, their relative abundance and mode of assembly. For example, are all complex components present in the same amount? And if not, what constitutes a “core” complex? To address these questions, we have performed a quantitative mass spectrometry analysis of HDAC1/2 complexes purified from mouse embryonic stem cells (ESCs) and found that the majority of HDAC1 is present in just three complexes (NuRD, CoREST, and SIN3A), with a relatively small set of unique core components. Their assembly utilizes HDAC1 as an integral structural component, with conserved residues on the surface of the enzyme contributing to a highly stable association. Comparative structural analysis of individual ELM2–SANT domains bound to HDAC1 allowed the identification of key surface residues. Surprisingly, given an extensive protein–protein interaction surface, we found that single point mutations on the surface of HDAC1 were sufficient to perturb binding to its partners. Furthermore, by interrogating individual binding regions, we have identified the first mutations of their kind that allow us to discriminate between different HDAC1-binding proteins and their associated complexes. By probing how HDAC1/2 complexes are assembled, we have gained insights into their unique functions, and the first indications of how to perturb specific complexes inside cells.

## Materials and methods

### Cell culture

All experiments described in this research used *Hdac1/2^lox/lox^* ES cells cultured as described previously in M15 + leukaemia inhibitory factor (LIF) media [26]. These cells were engineered to stably express either wild-type (WT) HDAC1 rescue or HDAC1 mutants as indicated. To induce deletion of endogenous *Hdac1/2*, cells were cultured with 1 μM 4-hydroxytamoxifen (OHT) for 24 h and then cultured for a further 4 days to ensure complete removal of endogenous HDAC1/2 before use in the experiments detailed below.

### Lipofectamine 2000 stable transfections

The cloning of all constructs used in this work was performed by the PROTEX service at the University of Leicester. Stable transfection was achieved by co-transfecting Hdac1/2*^lox/lox^* cells with *piggyBac* transposase and expression vectors as described previously [27].

### CellTiter-Glo assays

For each HDAC1 mutant, 500 cells were seeded per well in triplicate on 96-well plates (−/+ OHT). Five days later CellTiter-Glo (CTG) assays (Promega) were conducted as per the manufacturer’s instructions.

### Crystal Violet viability assays

For each HDAC1 mutant, 8 × 10^5^ cells were seeded into six-well plates in triplicate (−/+ OHT). Five days post OHT treatment media was removed and cells were washed once with PBS prior to fixing with 1 ml of 100% methanol for 2 min. Methanol was removed and cells were washed once with PBS before being left to dry for 3 h at room temperature. One milliliters of Crystal Violet reagent (ProLab; PL.7000) was then added to each well for 2 min, then cells were washed with water. Plates were allowed to dry for 24 h before imaging.

### Co-immunoprecipitations

Five days prior to the co-immunoprecipitations (coIPs), HDAC1 rescue cell lines were treated with 1 μM OHT to remove endogenous HDAC1/2. Cell pellets from a confluent 10-cm plate were lysed in an appropriate volume of coIP buffer [250 mM NaCl, 20 mM Tris–HCl pH 7.5, 0.5% IGEPAL, 1 mM EDTA, and Protease inhibitor (Roche, 05892791001)] on ice for 30 min. Lysed samples were then centrifuged at 14 000 rpm at 4°C for 15 min; the supernatant containing the protein extract was retained, and the concentration was determined by Bradford assay. Extracts were diluted to a concentration of 5 μg/μl using coIP buffer and 300 μl was used per IP. Sixty microliters of Protein G Dynabeads (Thermo Fisher; 10003D) was washed three times with coIP buffer and then resuspended in an equal volume of coIP buffer to the original volume of bead slurry before the addition of 1 μg of Flag or normal mouse IgG antibodies. Antibodies were bound to beads via rotation at 4°C for 1 h. Beads were again washed in 500 μl of coIP buffer and then resuspended in 200 μl of coIP buffer before being split equally between IPs. IPs were incubated at 4°C overnight (18 h) with rotation, and 20% of the protein extract was kept as an input before the addition of beads. IPs were then washed three times with coIP buffer before being used for western blotting or mass spectrometry as described below.

### Western blotting

Western blots were performed as described previously [26]. Where coIP samples were used for western blotting, the beads were resuspended in 100 μl of coIP buffer before the addition of 4× loading buffer (Invitrogen; NP0007) and denaturation at 95°C for 5 min.

### Preparation of HDAC1-Flag pulldown samples for mass spectrometry analysis

HDAC1-Flag pulldown samples were eluted by heating in 5% SDS, 50 mM Tris pH 7.4 at 70°C for 20 min; triethylammonium bicarbonate (TEAB) was then added to a final concentration of 50 mM with a pH of 8. Tris(2-carboxyethyl) phosphine hydrochloride (TCEP) was added to a final concentration of 5 mM, and samples were heated to 70°C for 15 min. Iodoacetamide (IAA) was then added to a final concentration of 10 mM, and samples were incubated at 37°C in the dark for 30 min. Samples were acidified with 4 μl of 12% phosphoric acid, and 264 μl of S-Trap-binding buffer (90% methanol, 100 mM TEAB pH 7.1) was then added to each sample. Samples were then passed through S-Trap columns 150 μl at a time by centrifugation at 4000 rpm for 30 s. Samples were washed four times with 150 μl of S-Trap-binding buffer through centrifugation at 4000 rpm for 30 s. Two micrograms of trypsin (Pierce, sequencing grade) was added to each sample, and digestion was allowed to proceed at 47°C for 80 min. Peptides were eluted with 40 μl of 50 mM TEAB, 40 μl of 0.2% aqueous formic acid, and 40 μl of 50% acetonitrile with 0.2% formic acid, with centrifugation at 4000 rpm for 30 s for each elution. Eluted peptides were dried in a vacuum concentrator and resuspended in 0.5% formic acid for LC-MS/MS analysis.

### Preparation of histone samples for mass spectrometry analysis

To obtain histone proteins a whole cell extract was first made by lysing cell pellets from confluent 10-cm plates in NP-40 lysis buffer [50 mM Tris–HCl pH 8, 150 mM NaCl, 1 mM EDTA, 1% NP-40, 10% glycerol, and protease inhibitor cocktail (Sigma, P8340)] for 30 min. Lysates were cleared by centrifugation at 14 000 rpm at 4°C for 15 min. The supernatant containing the whole cell extract was transferred to a fresh tube and histones were extracted from the remaining pellet by overnight incubation (20 h) in 50 μl of 0.4 N H_2_SO_4_. Samples were again centrifuged at 14 000 rpm at 4°C for 15 min, and the supernatant containing the histone proteins was transferred to a fresh tube. The samples were then neutralised using 0.8 N NaOH. Histones were derivatized according to [28]. Briefly, 10 μg of histone samples in 50 μl of 50 mM ammonium bicarbonate were incubated with 16.6 μl of propionylation reagent (1:3 v/v propionic anhydride in acetonitrile) for 15 min at 37°C with shaking at 900 rpm. Samples were dried down in a vacuum concentrator and the derivatization steps were repeated. Ten micrograms of derivatized histone samples were digested with 1 μg of trypsin in 50 μl of 50 mM ammonium bicarbonate for 2 h at 37°C with shaking at 900 rpm. Digests were desalted using C18 spin columns (Thermo Fisher, 89870) according to the manufacturer’s protocol. Eluted peptides were dried in a vacuum concentrator and resuspended in 0.5% formic acid for LC-MS/MS analysis.

### Mass spectrometry analysis

Each sample was analysed using nanoflow LC‐MS/MS using an Orbitrap Elite (Thermo Fisher) hybrid mass spectrometer equipped with an EasySpray source, coupled to an Ultimate RSLCnano LC System (Dionex). Peptides were desalted online using a nano-trap column, 75 μm I.D.X 20 mm (Thermo Fisher) and then separated using a 120‐min gradient from 5% to 35% buffer B (0.5% formic acid in 80% acetonitrile) on an EASY‐Spray column, 50 cm × 50 μm ID, PepMap C18, 2 μm particles, 100 Å pore size (Thermo Fisher). The Orbitrap Elite was operated in Data-Dependent Acquisition (DDA) mode with a cycle of one MS (in the Orbitrap) acquired at a resolution of 120 000 at *m/z* 400, a scan range 375–1600, with the top 20 most abundant multiply charged (2 + and higher) ions in a given chromatographic window subjected to MS/MS fragmentation in the linear ion trap using CID. A Fourier Transform Mass Spectrometry (FTMS) target value of 1e6 and an ion trap MSn target value of 1e4 were used with the lock mass (445.120025) enabled. Maximum FTMS scan accumulation time of 200 ms and maximum ion trap MSn scan accumulation time of 50 ms were used. Dynamic exclusion was enabled with a repeat duration of 45 s with an exclusion list of 500 and an exclusion duration of 30 s.

### Mass spectrometry data analysis

Raw mass spectrometry data were analysed using MaxQuant version 1.6.10.43. The following parameters were used to search against a mouse reference proteome: digestion set to Trypsin/P with three missed cleavages, methionine oxidation, N-terminal protein acetylation, and lysine acetylation set as the variable modifications. Additionally, propionylation was set as a variable modification for derivatized histone samples with the number of missed cleavages set to 5. A protein and peptide false discovery rate (FDR) of 0.01 were used for identification level cut-offs based on a decoy searching database strategy. Protein group output files generated by MaxQuant were loaded into Perseus version 1.6.10.50. The matrix was filtered to remove all proteins that were potential contaminants, only identified by site and reverse sequences. The LFQ intensities were then transformed by log2(*x*), normalized by subtraction of the median value, and individual intensity columns were grouped by experiment. Proteins were filtered to keep only those with a minimum of three valid values in at least one group. The distribution of intensities was checked to ensure standard distribution for each replicate. Missing values were randomly imputed with a width of 0.3 and downshift of 1.8 from the standard deviation. To identify significant differences between groups, two-sided Student’s *t*-tests were performed with a permutation-based FDR of 0.05. The mass spectrometry data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifiers [PXD060154 (HDAC1 pulldowns) and PXD060158 (histone analysis)].

### Deacetylase assays

*In vitro* HDAC assays were conducted on whole cell extracts made from cells expressing the different HDAC1 mutants extracted in HDAC assay buffer containing 50 mM NaCl, 50 mM Tris–HCl pH 7.5, 5% glycerol, 0.3% Triton X-100 using a Boc-Lys(Ac)-AMC substrate as described previously [26]. One-way ANOVA multiple hypothesis testing was performed using GraphPad Prism to determine significant changes in deacetylase activity (*n* = 3).

### RNA-sequencing

RNA was extracted from cell pellets collected from a 6 cm plate using the TRI Reagent (Zymo Research, R2050-1-200) based Direct-Zol RNA MiniPrep Kit (Zymo Research, R2052) following the manufacturer’s instructions. RNA quality was determined by the NUCLEUS facility at the University of Leicester using an Agilent RNA 6000 Nano Chip on an Agilent 2100 Bioanalyzer. Library preparation and sequencing was carried out by Novogene, and samples were sequenced to a depth of 20 million reads on the Illumina NovaSeq 6000 PE150 sequencing platform. Bioinformatic analysis was performed as described in [29] with reads mapped to the mm10 genome index. The processed files can be found at the Gene Expression Omnibus (GEO), series GSE278462. For gene ontology (GO) analysis, the Bioconductor package TopGO [30] was used with the mouse genome-wide annotation package org.Mm.eg.db.

## Results

### NuRD, CoREST, and SIN3A are the dominant HDAC1/2 complexes in cells

To examine the composition and stoichiometry of HDAC1/2 containing complexes, we stably expressed HDAC1 with a C-terminal Flag tag in conditional *Hdac1/2* double knockout (DKO) ESCs (Fig. 1A). Treatment with 4-hydroxytamoxifen (OHT) activates removal of the endogenous HDAC1/2 proteins within 4 days causing a complete loss of cell viability [26]. Introduction of HDAC1-flag rescues viability, confirming its functionality, which allows us to assess HDAC1-associated proteins using coIP and mass spectrometry (Fig. 1B). We identified 148 proteins significantly enriched in the pulldown, compared to DKO cells lacking HDAC1-Flag as a control (Supplementary Table S1). Components of all six HDAC1/2 complexes were present among this list. To estimate the abundance of individual proteins, we calculated intensity-based absolute quantification (iBAQ, [31]) values and manually curated proteins into SIN3A/B, NuRD, CoREST, MiDAC, MIER, and RERE complexes (Fig. 1B and C). Of the 14 HDAC1 interacting proteins expressed in ESCs, we detected 13 (Fig. 1B), with only RCOR3 absent, most probably due to lower expression levels. Using the iBAQ value for direct-HDAC1 binding proteins in each complex we estimated the relative abundance of the six complexes (Fig. 1B, indicated by red arrows). Almost half of the HDAC1 in ESCs was incorporated into the NuRD complex (49%), with CoREST (28%) and SIN3 (15%) being the next most abundant. Collectively, these three complexes make up the majority of HDAC1 complexes in the cell at 92%. MIER (4%), MiDAC (3%), and RERE1 (1%) are minor species in ESCs, albeit, in the case of MiDAC, still essential for development [21]. Reassuringly, the sum-total iBAQ value of HDAC1-binding proteins is 91% of the total HDAC1-Flag recovered in the pulldown, consistent with the 1:1 interaction between HDAC1 and its binding partners observed in multiple structural determinations [21, 24, 25]. The estimated relative stoichiometry of individual complex components allowed a number of compelling insights. For example, the SIN3A complex and its core components (SIN3A, SUDS3, and SAP30) appear to be at least 10-fold more abundant in ESCs than the SIN3B complex (SIN3B, EMSY, and ARID4B). The NuRD complex incorporates either methyl-CpG-binding domain protein 2 (MBD2) or MBD3 in a mutually exclusive manner [32]. Here, we show that MBD3 is clearly the major constituent in ESCs with a 10:1 MBD3/MBD2 ratio. Stoichiometric components of NuRD (based on MTA1-3 and MBD3 levels) include CHD4, GATA2A, and GATA2B; while ZNF219, PARP1, and the helicase, CHD3 are only minor constituents. The core of CoREST consists of LSD1, RCOR1 or RCOR2, and HDAC1, with smaller amounts of ZMYM2. Notable CoREST-associated proteins, CTBP1 and CTBP2, appear to be sub-stoichiometric members of the complex. MIDEAS and TRERF1 are both ELM2–SANT-containing proteins that are likely interchangeable HDAC1-binders within MiDAC, with the former being the dominant component in ESCs. Both proteins interact with DNTTIP1, which was present in our ESC extracts, but did not reach significance following coIP (Supplementary Table S1). RBBP4 and RBBP7 are well-known histone-binding subunits of multiple chromatin-modifying machines, including SIN3A, NuRD, and PRC2 [33–37]. We observed abundant levels of both proteins associated with HDAC1 and the RBBP4/RBBP7 ratio was 10:1 in our experiments (Fig. 1D). Intriguingly, we measured almost twice as much RBBP4 as HDAC1, consistent with a 2:1:1 ratio of RBBP4/MTA1/HDAC1 in NuRD [32]. Numerous HDAC1-associated transcription factors were also identified, most notably, SALL4, which is required for ESC pluripotency and is known to bind NuRD [38–40]. Most of the other transcription factors identified were purified at levels far below those of the core complex components, which reflect both their relative expression levels and the transient nature of their association. We also observed a number of chromatin-modifying enzymes, including TET1 and O-GlcNAc transferase (OGT), known to bind to the SIN3A complex [41, 42] and both EHMT1 (KMT1D/GLP) and EHMT2 (KMT1C/G9A), euchromatic histone H3 Lys9 methyltransferases, with roles in gene silencing.

**Figure 1:**
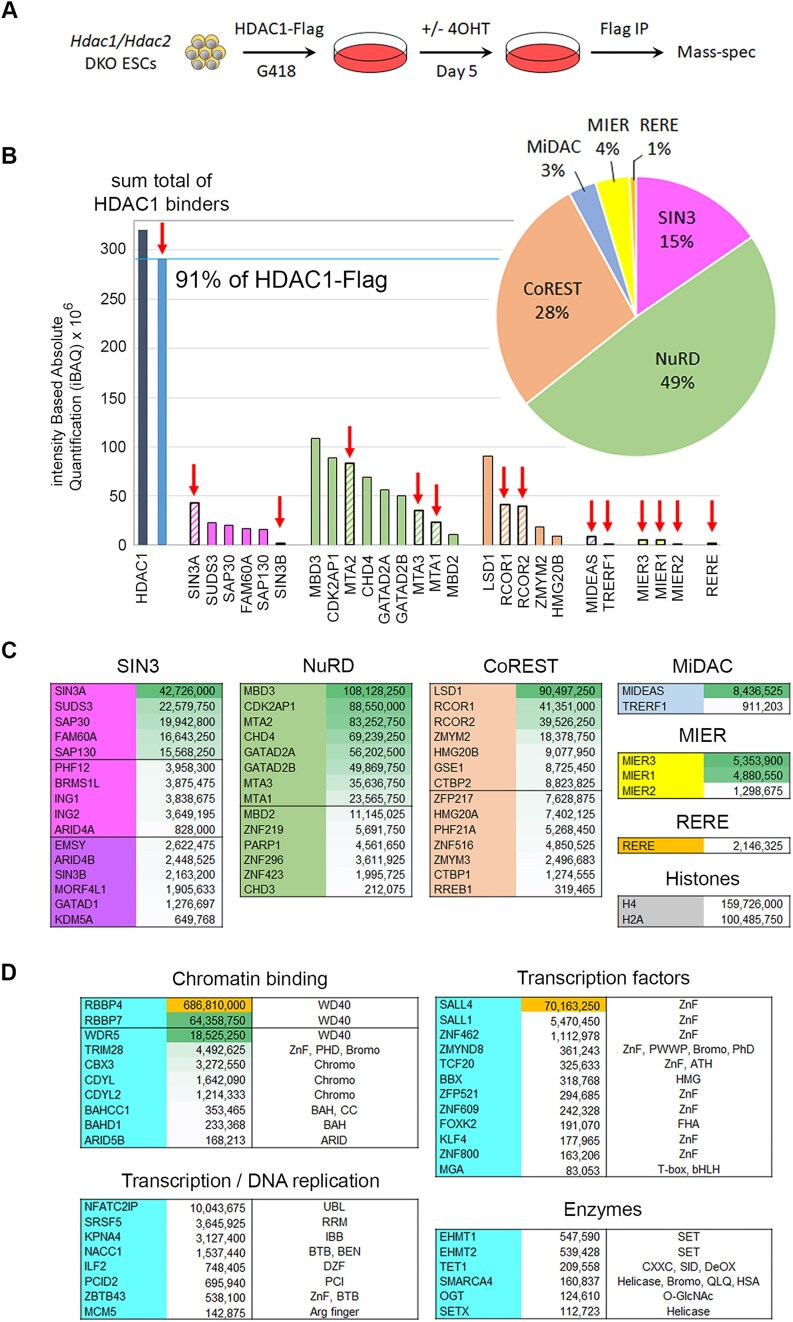
Relative abundance of HDAC1-binding proteins and associated complex components. (**A**) Schematic showing experimental procedure to produce HDAC1-Flag coIP mass spectrometry in *Hdac1/2* DKO cells. (**B**) Graph shows iBAQ values for core components of the six unique HDAC1/2 complexes as indicated. The red arrow indicates proteins that directly bind to HDAC1. The pie chart indicates the relative proportion of the six HDAC1/2 complexes determined by the iBAQ values for direct HDAC1-binding components from each complex. (**C**) Table showing the iBAQ values for components of the indicated HDAC1/2 complexes ranked in order of abundance. (**D**) Table shows iBAQ values for significantly enriched HDAC1-associated proteins grouped into the indicated functional groups. Domains contained by these proteins are also indicated.

### ELM2/SANT and SIN3 proteins utilize distinct interacting surfaces on HDAC1

13 of 15 HDAC1-binding proteins utilize adjacent ELM2–SANT domains to directly interact with HDAC1 [4, 5]. The schematic diagram in Fig. 2A (left) shows the effective arrangement of these two domains across the surface of HDAC1, based on high-resolution structures of MTA1:HDAC1 and MIDEAS:HDAC1 (Fig. 2A, right) [21, 24]. The SANT domain consists of three α-helices, which together with a positively charged surface on HDAC1, sandwiches a molecule of inositol phosphate (InsP) necessary for full enzymatic activity [43]. The ELM2 domain has a bipartite structure, with an unstructured N-terminal region that lies across a highly conserved groove on the underside of HDAC1, and a C-terminal region containing a three α-helical bundle that sits adjacent to the SANT domain. These extensive interactions can be subdivided into three discrete regions (Fig. 2A, see left panel): SANT (1), ELM2-C (2), and ELM2-N (3). To identify residues on the surface of HDAC1 required for interaction with the six unique multiprotein complexes, we used the MTA1/HDAC1 structure to design mutations in regions 1, 2, and 3 to perturb binding. In region 1, we focused on a pair of Tyr residues, Y333/Y336 (Fig. 2B), that mediate interactions with phosphates of the InsP6 and residues in α3 of the SANT domain. We mutated Y48 in region 2 which forms interactions with α2 of the ELM2-C domain. Region 3 forms an extended surface over which the unstructured ELM2-N domain stretches, forming a variety of interactions (Fig. 2B). We, therefore, chose three charged (E63R, K126E, and K144E), one hydrophobic (L161E), and one aromatic/non-polar (Y166E) mutations that span both the breadth and diversity of this region. Initially, we tested the effects of these mutations on HDAC1 when expressed and purified from HEK293T cells (Supplementary Fig. S1). HDAC1 expression levels were unaffected by the mutations; however, we observed significant changes in their relative deacetylase activity. HDAC1 Y333A/Y336A, K126E, and L161E/Y166R all showed activity below 10% of WT. Since none of these residues are adjacent to the active site, we infer residues on the surface of HDAC1 interacting with both SANT (region 1) and ELM2-N (region 3) contribute indirectly to enzymatic activity. In contrast, HDAC1 Y48E and E63R showed activity close to that of the WT enzyme. To monitor the interaction of WT and mutant HDAC1 with SIN3A we expressed both proteins transiently and performed a Flag-coIP, followed by western blotting. Intriguingly, we found a robust interaction between exogenous HDAC1-Flag and Myc-SIN3A proteins, but not endogenous SIN3A (Supplementary Fig. S1, compare red and green bands in the input versus coIP), suggesting that there is little interchange between corepressor and HDAC1 once the complex is assembled in cells. Mutation of Y333/Y336 to Ala or Asp reduced binding to all complexes, demonstrating the necessity of residues within region 1. In contrast, Y48E in region 2, bound to SIN3A while abolishing any interaction with RCOR1 (Supplementary Fig. S1—middle and lower panels). Thus, demonstrating for the first time, distinct surface requirements between HDAC1-binding proteins.

**Figure 2:**
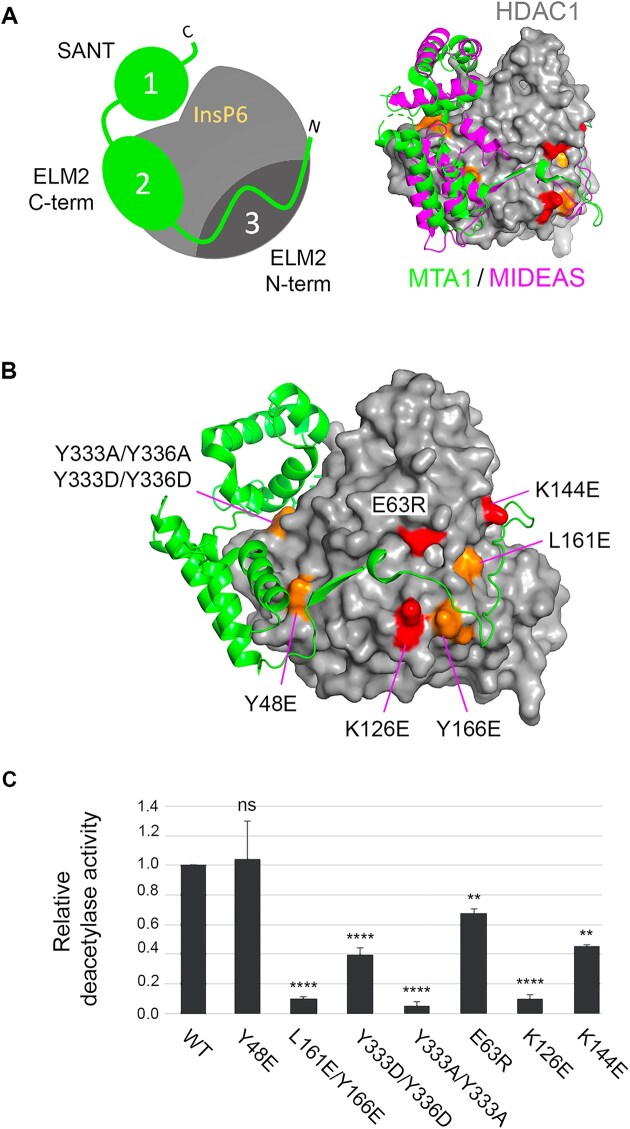
Defining critical interactions on the surface of HDAC1. (**A**) Left panel: a schematic diagram outlining three separate regions used by ELM–SANT domain-containing HDAC1-binding proteins. The right panel shows an overlay of MTA1/HDAC1 and MIDEAS/HDAC1 binary complexes, showing a conserved mechanism of HDAC1 binding. (**B**) HDAC1/MTA1 binary showing the position of individual residues mutated in the study. Orange, aromatic/non-charged residues; red, charged residues. (**C**) The deacetylase assay was performed using enzymes co-immunoprecipitated from HEK293T cell transfected with either WT HDAC1 or the indicated mutants. A one-way ANOVA was performed compared to WT values. NS, not significant, *P* > 0.05, ** ≤ 0.01, **** ≤ 0.0001.

To examine the HDAC1 mutants in a more physiological environment, we used the piggyBAC system to stably introduce them into *Hdac1/2* DKO ESCs, so that following removal of the endogenous proteins (5 days post OHT), we could assess their capacity to rescue cell viability and interact with all six families of multiprotein complexes (Fig. 3A). We examined the survival of DKO cells expressing either WT or mutant HDAC1 using Crystal Violet staining (Fig. 3B) and CellTiter-Glo (Fig. 3C). Both assays revealed that expression of WT HDAC1 and E63R recovered cell viability to control levels, while Y333A/Y336A, K126E, and L161E/Y166E (which all displayed severely reduced HDAC activity) were incapable of rescuing the cell death phenotype. Intriguingly, cells expressing HDAC1–Y48E, which only bound SIN3A in HEK293T experiments, showed ∼50% cell viability in DKO ESCs, suggesting that retention of SIN3A binding alone is sufficient to retain some level of cell viability. Since HDAC1–Y48E and E63R mutants produced viable cells, we took these forward and performed large-scale coIPs for western blotting (Fig. 3D) and mass spectrometry (Fig. 3E) using DKO cells lacking a Flag epitope as a control (*n* = 4). WT HDAC1-Flag pulled down endogenous SIN3A, LSD1, MTA1, and DNTTP1 from ESCs, thus showing incorporation into the SIN3, CoREST, NuRD, and MiDAC complexes respectively (Fig. 3D). In contrast, the Y48E mutation bound only to SIN3A, while disrupting binding to all ELM2–SANT-containing partners (LSD1, MTA1, and DNTTIP1). HDAC1–E63R bound SIN3A and LSD1, but not MTA1 or DNTTIP1, thus demonstrating the ability to differentiate between individual ELM2–SANT-containing complexes.

**Figure 3:**
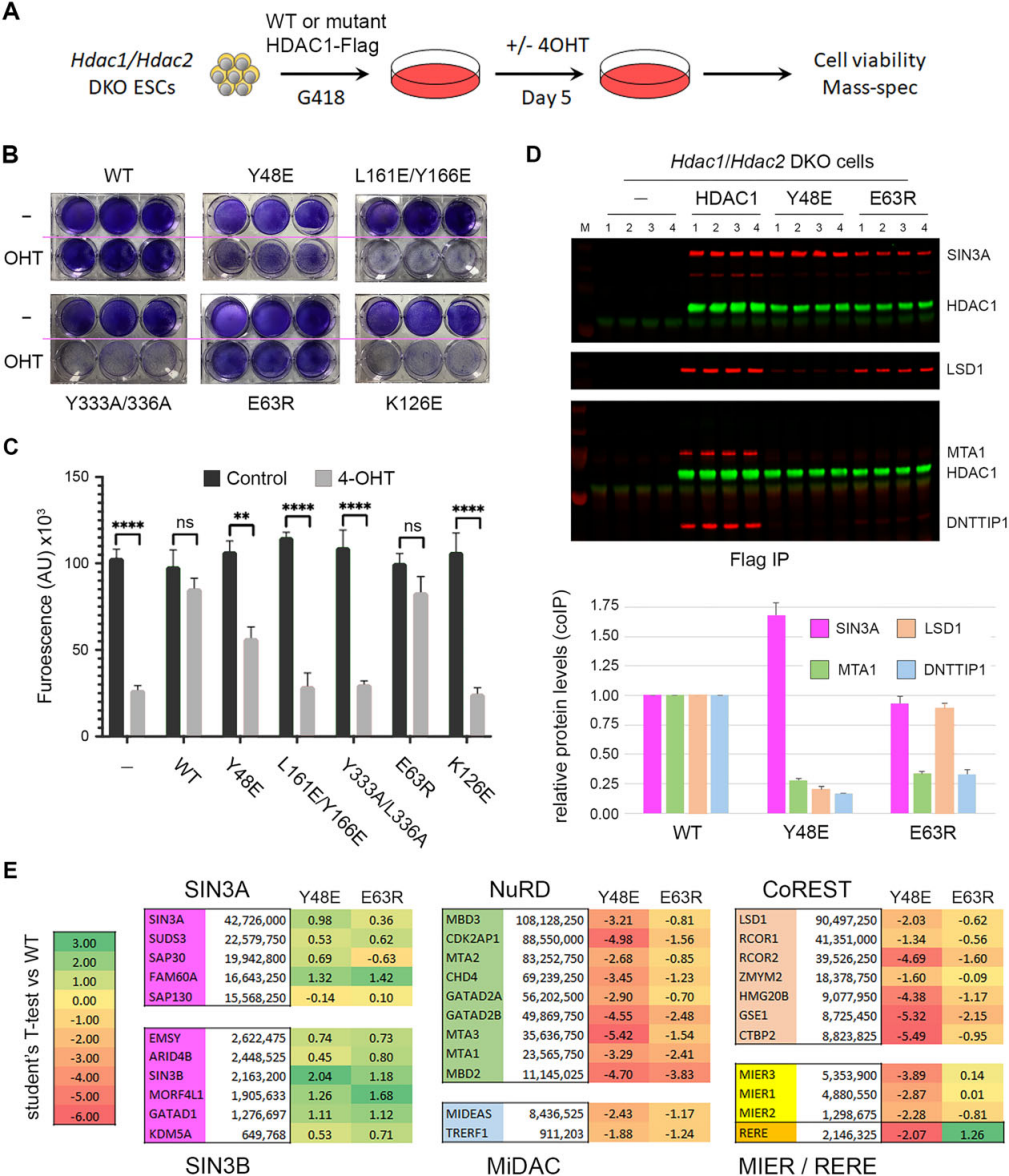
Individual point mutations discriminate between HDAC1-binding proteins. (**A**) Schematic showing experimental procedure to reintroduce HDAC1-Flag, or the indicated mutants to *Hdac1/2* DKO cells for cell viability and coIP/mass spectrometry experiments. The ability of WT and mutant HDAC1 to rescue the viability of HDAC1/2 DKO cells using (**B**) Crystal Violet staining of cells at 5 days post OHT treatment, and (**C**) a CTG assay. A student’s t-test of control versus knockout cell viability was performed for the indicated mutants; ** P < 0.01, *** P < 0.001 and **** P < 0.0001 (**D**) Top panel, western blot for the indicated proteins following Flag-IP from DKO cells expressing either WT or Y48 and E63R mutations. Lower panel, quantification of the indicated proteins from western blot data normalized to the amount of HDAC1 in the coIP. Mean values for biological replicates (*n* = 4) are plotted with error bars indicating standard deviation from the mean. (**E**) The relative interaction of individual HDAC1/2 complex components was determined for Y48E and E64R mutants using mass spectrometry from *n* = 4 biological replicates. Values indicate log_2_ Student’s *t*-test of the indicated mutant versus binding to WT HDAC1. Positive values show increased binding and negative values a relative reduction in binding compared to control.

To extend this analysis to all complexes and their components, we used material from the Flag-coIP to identify proteins bound to WT HDAC1, Y48E, and E63R via mass spectrometry (Fig. 3E). We performed statistical analysis (Student’s *t*-test permutation-based FDR 0.05, WT versus mutant) to evaluate changes in the binding of core components from all HDAC1/2 containing multiprotein complexes to either Y48E or E63R. HDAC1–Y48E showed increased binding to all but one component of the SIN3A and SIN3B complexes (10 out of 11), but a strong reduction to all components of ELM–SANT-dependent complexes (22 out of 22). Thus, mutation of a single residue on the surface of HDAC1 in region 2 can abolish binding to 5 of 6 HDAC1/2 complex families. HDAC1–E63R also showed increased binding to SIN3A/B complexes and could further distinguish between ELM–SANT complexes. MIER1 and MIER3 showed no change in binding between WT and E63R, while RERE binding was slightly increased. In contrast, we observed reduced binding to all components of the NuRD and MiDAC complexes consistent with the absence of DNTTIP1 in western blots (Fig. 3D). We have thus identified two separate regions on the surface of HDAC1 capable of distinguishing incorporation into specific complexes. Y48E presents a black-and-white view of binding with disruption of all ELM2/SANT partners, retaining only SIN3A/B. HDAC1–E63R on the other hand, retains SIN3A/B, MIER1, RERE, and residual binding to CoREST, while abolishing the association of NuRD and MiDAC.

### Retaining only a subset of HDAC1/2 complexes leads to histone hyperacetylation and loss of transcriptional regulation

HDAC1–Y48E and E63R retain HDAC activity (Fig. 2C) and the ability to rescue DKO ESC viability (Fig. 3B and C), but only bind to a limited number of HDAC1-interacting partners (Fig. 3D and E). Since only a subset of HDAC1/2 complexes remain active in these cells we hypothesized that this would cause changes in both histone acetylation and gene regulation. To examine this, we isolated histone proteins from control and HDAC1 mutant cells and then measured changes in acetylation levels by mass spectrometry (Supplementary Table S3). HDAC1–Y48E, which only binds SIN3A/B, caused significant increases in acetylation at multiple lysine residues within H2B, H3, and H4 compared to WT controls (Fig. 4A). Specific sites in H2B (K12, K15, and K20) and H3 (K14, K18, and K23) showed the greatest increase in acetylation. Interestingly, these same sites are also sensitive to loss of p300/CBP activity [2], suggesting an interplay of HDAC1/2 complexes with these critical HAT enzymes. HDAC1–E63R, which retains binding to SIN3A/B, CoREST, MIER, and RERE, and is therefore the weaker of the two mutants tested, showed more subtle changes in histone acetylation. Although we could detect increases in acetylation of H2B and H3 these did not reach statistical significance. Overall, this is consistent with E63R being incorporated into more HDAC1/2 complexes compared to Y48E.

**Figure 4:**
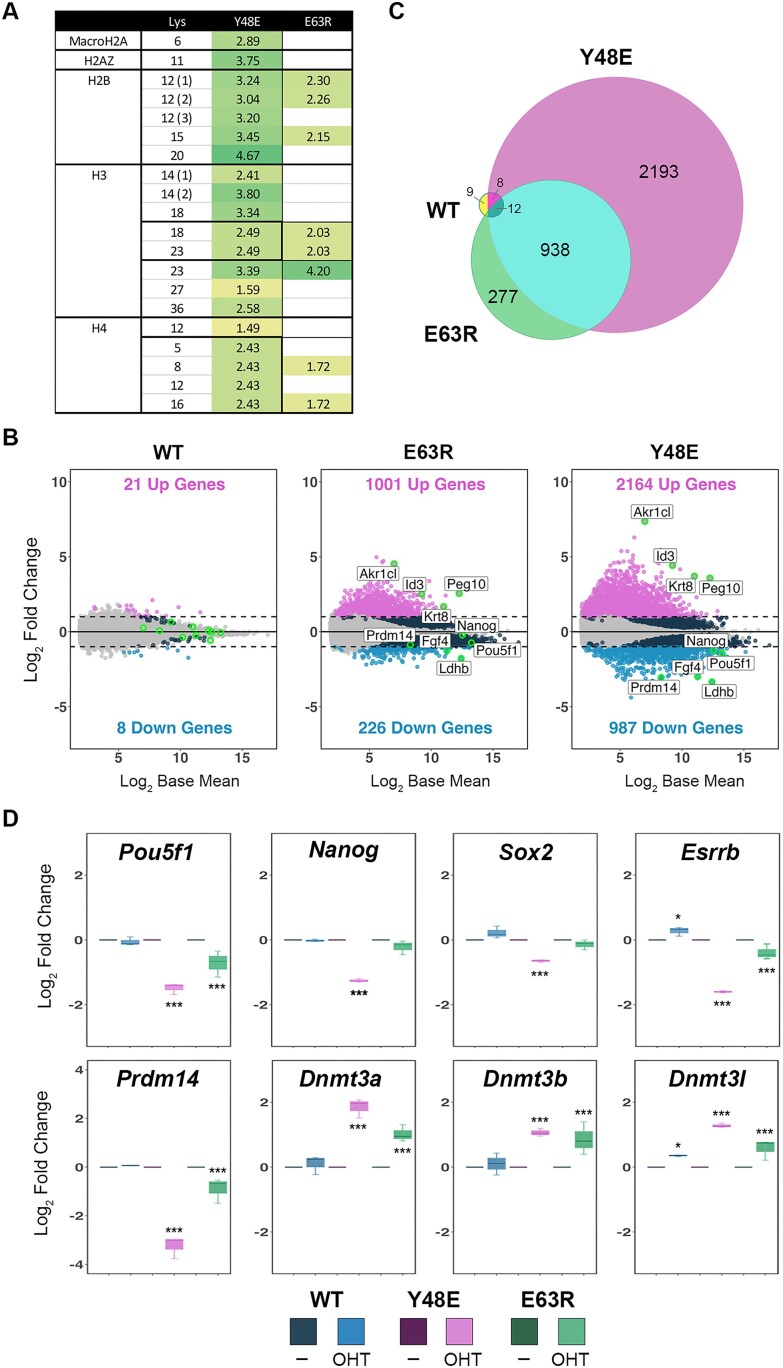
HDAC1 mutants that disrupt complex incorporation cause histone hyperacetylation and transcriptional dysregulation. (**A**) Change in acetylation relative to WT is shown for the indicated Lys residues, determined by mass spectrometry from *n* = 4 biological replicates. Brackets indicate measurements from unique peptides. Bold lines show multiple acetylation sites from the same peptide. Values are log_2_ Student’s *t*-test values for each mutant versus WT controls. (**B**) MA plots indicate DEGs for *Hdac1/2* DKO cells rescued with WT or E63R and Y48E mutants from *n* = 3 biological replicates. Cut-offs applied were >2-fold change in expression, *P*-adjusted value < 0.01. (**C**) Venn diagram showing the number and overlap of DEGs from WT-, E63R-, and Y48E-expressing cells. (**D**) Boxplots displaying relative fold-change for the indicated genes. The adjusted *P*-values were taken from DESeq2 using a Wald test and the Benjamini and Hochberg method to correct for multiple hypothesis testing; * *P*< 0.01, *** *P*< 0.0001.

We next examined the transcriptome of *Hdac1/2* DKO ESCs rescued with either HDAC1-WT or Y48E and E63R mutants (Fig. 4B). 

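RNA was sequenced from Hdac1/2lox/lox mouse ESCs, in which treatment with OHT (4-hydroxytamoxifen) deletes both endogenous genes. Each of 3 lines carried a stable rescue transgene encoding HDAC1-WT, HDAC1–E63R or HDAC1–Y48E, and each line was sequenced without OHT and after OHT, with 3 libraries per group and 18 libraries in total. The methods give 1 µM OHT for 24 h followed by 4 days of further culture, whereas the sample labels give 5 days of OHT. The authors mapped the reads to mm10 and deposited the number of reads counted on each gene symbol, without normalization. Each library listed 53672 genes, and 5 further entries that name no gene were left out. Counts on genes ranged from 10206600 to 11402694 in the untreated HDAC1-WT cells (median 11158533) and from 10381752 to 11326898 after OHT (median 10932549). In the HDAC1–E63R cells they ranged from 9075739 to 11280252 without OHT (median 10746701) and from 9718516 to 11454638 with OHT (median 9953896). The HDAC1–Y48E cells had 9117826 to 9667376 counts without OHT (median 9535247) and 9019615 to 10046717 with OHT (median 9994318). The entries with and without a gene together summed to between 22.8 and 28.6 reads or pairs per library, in units of 1e+06. All values here use the counts on genes, at which a floor of 3 counts corresponds to between 0.248 and 0.343 CPM (counts scaled to a library total of 1e+06). Floors cover counting error only, because reads without molecular identifiers are not independent molecules. Intervals of shares treat genes as independent and do not cover the spread between libraries. Libraries were scaled with edgeR's TMM factors, and 18791 genes with enough counts entered one quasi-likelihood model over the 18 libraries. Each line was compared with its own untreated cells, and a DEG had a Benjamini-Hochberg adjusted p under 0.01 and a change of more than 2-fold, as in Fig. 4B. The deleted genes were examined first as a check of the labels. Hdac1 (chromosome 4, 129516104 to 129542713 in mm10), whose counts would hold any mapped reads of the rescue transgene (not tested here), had a log2 fold change of -0.24 in the HDAC1-WT line (standard error 0.09, edgeR adjusted p = 0.344), 0.22 in the HDAC1–E63R line and 0.14 in the HDAC1–Y48E line. Its level differed between the lines, at 201 to 210 CPM in untreated HDAC1-WT, 94.9 to 110 in untreated HDAC1–E63R and 97.9 to 104 in untreated HDAC1–Y48E cells. After OHT the ranges were 169 to 179, 112 to 131 and 110 to 113 CPM in that order. Comparisons of a mutant line with HDAC1-WT therefore carry a difference in Hdac1 counts beside that in the rescue protein. Part of Hdac1 (1450 bases) is 96.3% identical to a copy, which leaves its level uncertain. Hdac2 (chromosome 10, 36974544 to 37001889) had log2 fold changes of -0.66 (edgeR adjusted p = 0.0125), -0.21 and -0.07 in the same order. Neither gene was a DEG in any line, although Hdac2 in the HDAC1-WT line passed the adjusted p threshold in other fits (edgeR adjusted p = 1.33e-06 with only that line's libraries, again with a log2 fold change of -0.66), and these totals did not settle the labels. The assignment of libraries to comparisons was checked against Supplementary Table S2, in which the Wald statistic of the OHT comparison, sign included, fell within 1% of DESeq2's value from these 18 libraries for all 29 HDAC1-WT genes, for 1226 of the 1227 HDAC1–E63R genes and for 1994 of the 1999 HDAC1–Y48E genes at hand, out of 3151 in the paper. The symbols of the other genes were not found among the counts. That table comes from the same libraries under the same labels, so this does not test whether the OHT labels themselves are right. Whether counting used the strand of the reads is not stated in the paper's text, so genes that overlap on opposite strands share an uncertainty. No replicate pair differed by as little as sampling noise (chi-square per degree of freedom 3.35 or more), and all 18 libraries were kept as separate replicates.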

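In ESCs rescued with HDAC1-WT, the OHT-treated libraries had 7 DEGs with higher and 3 with lower expression than the untreated libraries among the 18791 genes tested. Without the 2-fold requirement, 11 genes passed the adjusted p threshold. The count depended on the processing, and it was largest with no filter on low counts, where 30 genes were up and 20 down. With any of the 6 libraries left out, between 1 and 4 genes were up and between 2 and 4 were down. The largest increase was that of Tex101 (chromosome 7, 24668007 to 24676675, mm10), with a log2 fold change of 2.95 (standard error 0.40, edgeR adjusted p = 0.00122). Rgs17 rose by a log2 fold change of 2.18, S100a6 by 1.84, Bcan by 1.71 and Ddx19b by 1.34, each with all 3 OHT-treated libraries above all 3 untreated ones. A separation of 3 libraries from 3, in either direction, arises by chance in 10% of genes. Of these, Ddx19b had the smallest adjusted p (1.56e-04 from edgeR), and Tex101, Rgs17, S100a6 and Bcan each lost the call in at least one of the fits without a library. The imprinted gene Mest (chromosome 6, 30723547 to 30748465) had the strongest evidence among the DEGs with lower expression, with a log2 fold change of -1.89 (standard error 0.17, edgeR adjusted p = 3.37e-06), and 23.1% of its exons overlap exons of Copg2 on the other strand. Gm12794 had the largest fall, with a log2 fold change of -6.44 (standard error 1.02, edgeR adjusted p = 0.00635). It lost the call when only that line's libraries were fitted (edgeR adjusted p = 0.0362). Zcwpw1 fell by 1.10 on the log2 scale. Of the 10 DEGs of the HDAC1-WT line, 6 were also DEGs in the HDAC1–E63R line and 7 in the HDAC1–Y48E line.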

The addition of HDAC1-WT to DKO cells completely rescues the gene expression phenotype, with only minor changes in transcription (21 genes up and 8 down). In contrast, HDAC1–E63R produced significant numbers of differentially expressed genes (DEGs, 1001 up and 226 down). 

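In the HDAC1–E63R line, 890 genes were up and 221 down after OHT, which makes 1111 DEGs, and 2688 genes passed the adjusted p threshold alone. Increases made up 80.1% of the DEGs. The count moved most when the 2-fold change was tested itself with edgeR's glmTreat, which left 179 genes up and 11 down. A fit of only that line's libraries gave 310 genes up and 92 down. Untreated replicate 3 stood apart from its group, with a median absolute deviation of 0.458 on the log2 scale against 0.10 to 0.14 in the other groups. With each of the 6 libraries left out in turn, 684 to 916 genes were up and 187 to 356 down, and the 356 came from the fit without untreated replicate 2. Genes near the floor were read as lower bounds. Akr1cl (chromosome 1, 65012689 to 65032759, mm10) was at least 24.5-fold higher after OHT. Id3 (chromosome 4, 136143497 to 136145755) had a log2 fold change of 2.60 and Peg10 (chromosome 6, 4747306 to 4760517) of 2.64. Fgf4 fell by 1.26 and Ldhb by 1.83 on the log2 scale, and Ldhb has a near-identical pseudogene copy (Gm5514) whose reads the counting could have split.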

Consistent with its stronger effect on binding, the Y48E mutation produced a greater number of DEGs (2164 up and 987 down) (see Supplementary Table S2 for a complete list of DEGs). 

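The HDAC1–Y48E line had 2030 genes up and 1097 down, or 3127 DEGs, with 5812 genes past the adjusted p threshold alone. Increases were a smaller part of the DEGs here, at 64.9%. Leaving out each of the 6 libraries in turn gave between 1686 and 1749 genes up and between 1015 and 1047 down, and the glmTreat test gave 832 up and 323 down. Id3 rose by a log2 fold change of 4.53 and Peg10 by 3.66, and Fgf4 and Ldhb fell by 3.06 and 3.47 on the log2 scale. Akr1cl was at least 199-fold higher than in the untreated cells, whose libraries were all at or under the floor. The difference between the lines was tested as an interaction, in which the OHT effect of one line is subtracted from that of the other. For Id3 this difference between HDAC1–Y48E and HDAC1–E63R was 1.93 on the log2 scale (standard error 0.23, edgeR adjusted p = 1.71e-05), for Fgf4 -1.81 (0.12, edgeR adjusted p = 1.02e-08) and for Ldhb -1.65 (0.20, edgeR adjusted p = 1.95e-05). The difference for Peg10 was 1.02 and did not pass the threshold (0.23, edgeR adjusted p = 0.0104).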

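Across the 3 lines the number of DEGs after OHT was 10 with HDAC1-WT, 1111 with HDAC1–E63R and 3127 with HDAC1–Y48E. The order held for genes up and for genes down, with each library left out in turn and under every alternative that was run for all 3 lines. With all libraries thinned to the smallest total, the 3 lines had 5, 1104 and 3161 DEGs, of which 5, 1050 and 3074 were also called at full depth. The median size of the log2 change over all tested genes, regardless of direction, was 0.19 in the HDAC1-WT line, 0.40 in the HDAC1–E63R line and 0.56 in the HDAC1–Y48E line. As a direct test of the difference, the OHT effect differed between HDAC1–Y48E and HDAC1-WT for 1619 genes, between HDAC1–E63R and HDAC1-WT for 316 and between the mutants for 246. Each rescue protein was carried by a single line, so the 3 libraries of a group replicate that line and not the protein. Before OHT, 1047 genes already differed between untreated HDAC1–Y48E and HDAC1-WT cells, and 1437 between untreated HDAC1–E63R and HDAC1-WT cells. These tests therefore cannot assign a difference to the mutation alone. With 3 lines, a relation between the number of complexes and the number of DEGs was not tested as a correlation.

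**Figure D1:**
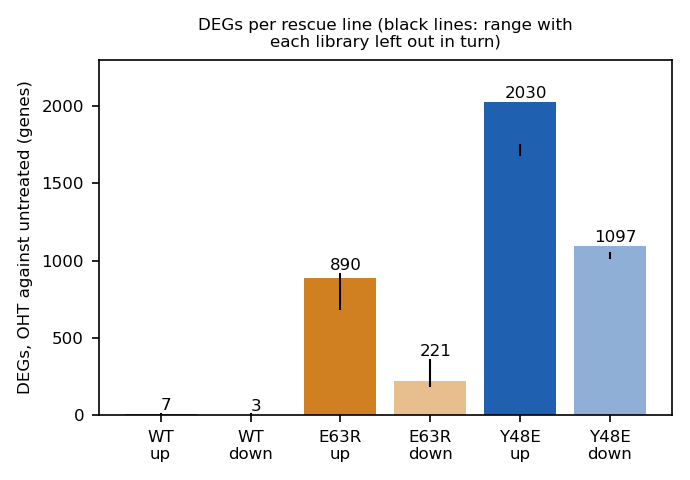
Number of DEGs after OHT in the HDAC1-WT, HDAC1–E63R and HDAC1–Y48E lines (y axis, genes), split into genes up (full colour) and down (pale), with 3 libraries per group. Black lines give the range when each library is left out in turn, and these ranges lie below the bars of HDAC1–Y48E, where 1686 to 1749 genes were up against 2030 with all libraries.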

There is a clear correlation between the number of functional HDAC1/2 complexes and the number of dysregulated genes. We observed a significant overlap of genes between the two mutants, with 76% of DEGs in the E63R mutant coinciding with Y48E (Fig. 4C, 938 of 1227). 

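Of the 1111 DEGs of the HDAC1–E63R line, 882 were also DEGs of the HDAC1–Y48E line, a share of 79.4% (95% Clopper-Pearson interval 76.9% to 81.7%). That interval treats genes as independent, and fits without single libraries gave shares both below and above it. Among all tested genes the share of HDAC1–Y48E DEGs was 16.6%, and 184.9 shared genes would be found if the lists were unrelated (Fisher's exact test, odds ratio 26.5). The 2 comparisons share no library, so the overlap does not come from common controls. Leaving out 6 genes that were also DEGs with HDAC1-WT gave 876. Of the shared DEGs, 720 were up in both lines, 160 were down in both and 2 went in opposite directions. Their median change regardless of direction was 1.73 on the log2 scale in HDAC1–E63R cells and 2.32 in HDAC1–Y48E cells, and 647 of them (73.4%) changed more with HDAC1–Y48E. The interaction was called for 52 of the 882. Of the 229 DEGs of HDAC1–E63R alone, 213 moved in the same direction with HDAC1–Y48E. Over the tested genes the log2 fold changes of the mutants correlated with a Pearson coefficient of 0.71 and a Spearman coefficient of 0.70, against -0.03 for simulated unchanged groups of the same design, where genes are not independent replicates. The number of shared DEGs moved most with glmTreat, to 161, and the share of HDAC1–E63R DEGs then was 84.7%.

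**Figure D2:**
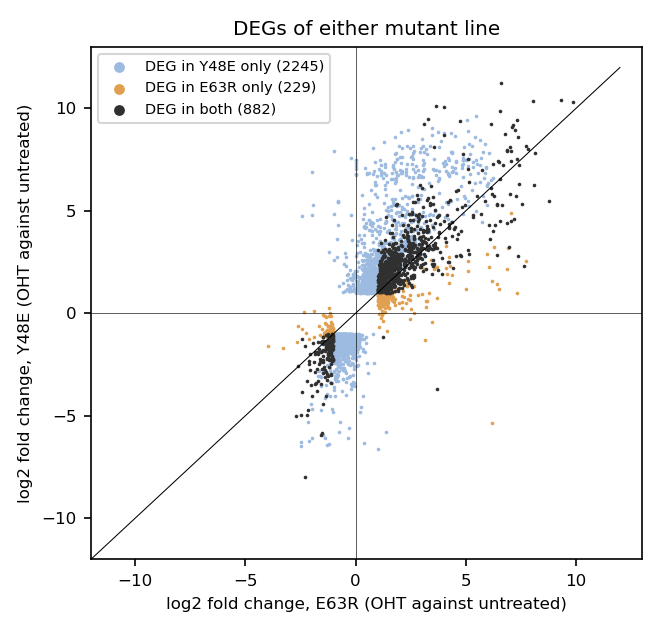
Log2 fold change after OHT in HDAC1–E63R cells (x axis) against HDAC1–Y48E cells (y axis) for every DEG of either line, from 3 libraries per group, with the diagonal marking equal change. Black points are the 882 DEGs of both lines, which lie mostly in the upper right quadrant (720 genes up in both), blue points the DEGs of HDAC1–Y48E alone and orange points those of HDAC1–E63R alone.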

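Among the 882 DEGs shared by the HDAC1–E63R and HDAC1–Y48E lines, members of fixed gene lists were counted against the 4.69% of all tested genes that are shared DEGs. The keratin, trophoblast and vascular lists take up themes that the paper reports for overlapping DEGs of these same libraries. Results for these lists are therefore not independent evidence. Of 54 listed keratin genes, 20 had enough counts to be tested. GO terms were not recomputed here. Of the 20 tested keratin genes, 9 (45%) were shared DEGs, all up (Fisher's exact test, two-sided, odds ratio 16.8, p = 5.03e-07 after Benjamini-Hochberg adjustment over 9 lists). Of 24 tested trophoblast genes, 9 (37.5%) were shared DEGs and all were up (Fisher's exact test, odds ratio 12.3, adjusted p = 2.20e-06 over the same lists). Of 25 tested vascular genes, only 2 (8%) were shared DEGs, which did not stand out (Fisher's exact test, adjusted p = 0.490). Whole lists were also compared with the remaining genes by limma's camera with a preset inter-gene correlation of 0.01. Keratin genes were higher after OHT in the HDAC1–E63R line (median log2 fold change 1.46, or 1.16 with genes near the floor at their bounds, camera adjusted p = 2.67e-07) and in the HDAC1–Y48E line (median 2.77, camera adjusted p = 1.86e-06), with all 3 OHT-treated libraries above the untreated ones in each. In the HDAC1-WT line the same list had a median of 0.23 and did not pass 0.01 (camera adjusted p = 0.0123). Trophoblast genes had medians of 1.00 in HDAC1–E63R cells, or 0.91 at their bounds, and 1.16, or 1.10 at their bounds, in HDAC1–Y48E cells (camera adjusted p = 2.67e-07 and 2.46e-04), against 0.09 in HDAC1-WT cells (camera adjusted p = 0.921). Vascular genes did not move as a list in any line (camera adjusted p = 0.266 with HDAC1-WT, 0.430 with HDAC1–E63R and 0.446 with HDAC1–Y48E), and with HDAC1–Y48E 5 of them were DEGs with higher and 4 with lower expression. The keratin and trophoblast results in both mutant lines held under fry and with an estimated correlation. Under fry the keratin list also passed in the HDAC1-WT line (fry adjusted p = 0.00108) and the vascular list in the HDAC1–E63R line (fry adjusted p = 0.00692). After each library's trend with GC content and gene length was removed, the keratin result still passed (fry adjusted p = 0.00152). The vascular result then did not (fry adjusted p = 0.762). Hand1 rose by log2 fold changes of 3.34 and 3.27 in the HDAC1–E63R and HDAC1–Y48E lines, Wnt7b by 2.78 and 2.62, Gata3 by 2.64 and 1.86 and Fgfr2 by 2.02 and 1.59. Gata3 was no longer called in HDAC1–E63R cells when only the libraries of that line were fitted. Of the vascular genes, Kdr rose by 3.16 and 3.68 and Tek by 1.83 and 2.30, while in HDAC1–Y48E cells Flt1 rose by 2.04, Vegfa fell by 1.80 and Pecam1 fell by 1.30. The call of Kdr in HDAC1–E63R cells was lost in 3 of the 6 fits without a library. Counted over all tested genes, 10 keratin, 14 trophoblast and 3 vascular genes passed the adjusted p threshold with HDAC1–E63R, and 10, 15 and 3 when adjusted over the list alone. With HDAC1–Y48E these numbers were 11, 14 and 10 over all tested genes and 12, 16 and 11 adjusted over the list alone.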

GO analysis of overlapping DEGs from Y48E and E63R mutants identified significant changes in multiple pathways, including, placental development, vasculogenesis, and keratinization (Supplementary Fig. S2). 

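The keratin genes Krt5, Krt14 and Krt8 and the keratinocyte differentiation gene Krtdap were followed across the 3 lines, with 3 libraries in each group. Krt5 (chromosome 15, 101707070 to 101712898, minus strand, mm10) had no counts in the untreated mutant lines, so its change is a lower bound. It reached 11.4 ± 0.869 CPM (SD, n = 3) in HDAC1–E63R cells after OHT, at least 35.7-fold higher than without OHT (edgeR adjusted p = 6.24e-08), and 15.4 ± 0.888 CPM in HDAC1–Y48E cells, at least 46.3-fold higher (edgeR adjusted p = 4.14e-09). In HDAC1-WT cells Krt5 stood at 0.673 ± 0.143 CPM after OHT, at least 2.37-fold higher than in the untreated libraries, which did not pass the threshold (edgeR adjusted p = 0.0930). Gm44323 overlaps 5.87% of the exons of Krt5 on the opposite strand. Krt14 (chromosome 11, 100203162 to 100207548, minus strand) rose to 11.5 ± 1.22 CPM with HDAC1–E63R, at least 35.8-fold (edgeR adjusted p = 2.96e-07), and to 29.1 ± 1.87 CPM with HDAC1–Y48E, at least 87.6-fold (edgeR adjusted p = 1.86e-09), and it was not detectably changed with HDAC1-WT (edgeR adjusted p = 0.312). Krtdap (chromosome 7, 30787896 to 30791097, plus strand) was measured above the floor except in untreated replicate 1 of HDAC1–Y48E, where it had 3 counts. It went from 0.778 ± 0.348 to 13.2 ± 2.62 CPM with HDAC1–E63R, a log2 fold change of 4.07 (standard error 0.47, edgeR adjusted p = 1.75e-06), and from 0.971 ± 0.851 to 12.5 ± 1.20 CPM with HDAC1–Y48E, a log2 fold change of 3.68 (0.45, edgeR adjusted p = 1.07e-06). Its change with HDAC1-WT was 0.71 on the log2 scale (edgeR adjusted p = 0.679). Without untreated replicate 2 of the HDAC1–Y48E line the log2 fold change of Krtdap was 4.64. Krt8 (chromosome 15, 101996698 to 102004482, minus strand) was the most abundant of these genes. It rose from 68.9 ± 7.46 to 225 ± 14.3 CPM with HDAC1–E63R (log2 fold change 1.71, standard error 0.11, edgeR adjusted p = 1.03e-09), from 56.4 ± 3.65 to 742 ± 25.5 CPM with HDAC1–Y48E (3.72, 0.12, edgeR adjusted p = 1.19e-15) and not detectably with HDAC1-WT (0.33, edgeR adjusted p = 0.259). The rise of Krt8 was larger in the HDAC1–Y48E line than in the HDAC1–E63R line, with a difference of 2.01 on the log2 scale (edgeR adjusted p = 6.14e-08), whereas the rise of Krtdap did not differ detectably between them (-0.39, edgeR adjusted p = 0.826). Both rises exceeded that in the HDAC1-WT line for Krt8 (differences of 3.38 and 1.38) and for Krtdap (2.97 and 3.36), with HDAC1–Y48E given first. For Krt5 the differences from the HDAC1-WT line did not pass 0.01 (edgeR adjusted p = 0.0114 and 0.0416, in the same order), with the untreated libraries of each line at or under the floor. For Krt14 such a difference could not be tested, since the untreated HDAC1-WT and HDAC1–Y48E libraries had no counts. After OHT its libraries stood at 27.2 to 30.9 CPM with HDAC1–Y48E, 10.7 to 12.9 with HDAC1–E63R and 0 to 0.385 with HDAC1-WT, and both mutants were higher than OHT-treated HDAC1-WT cells for Krt14 (edgeR adjusted p = 2.58e-09 with HDAC1–Y48E and 1.28e-07 with HDAC1–E63R). Part of Krt8 (941 bases) is 98.6% identical to the pseudogene Krt8-ps, which leaves its level uncertain, and no such copy was found for Krt5, Krt14 or Krtdap. Among other keratin genes, Krt18 rose by log2 fold changes of 1.16 and 3.43 with HDAC1–E63R and HDAC1–Y48E, Krt19 by 1.62 and 3.04 and Krt17 by 1.30 and 2.39. Krt18 and Krt17 lost their calls in HDAC1–E63R cells when only that line's libraries were fitted, where edgeR's adjusted p was 0.0230 and 0.0116. Krt7 rose by 1.43 and Krt10 fell by 1.61 in HDAC1–Y48E cells alone, and Krt10 was not called in 3 of the 6 fits without a library.

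**Figure D3:**
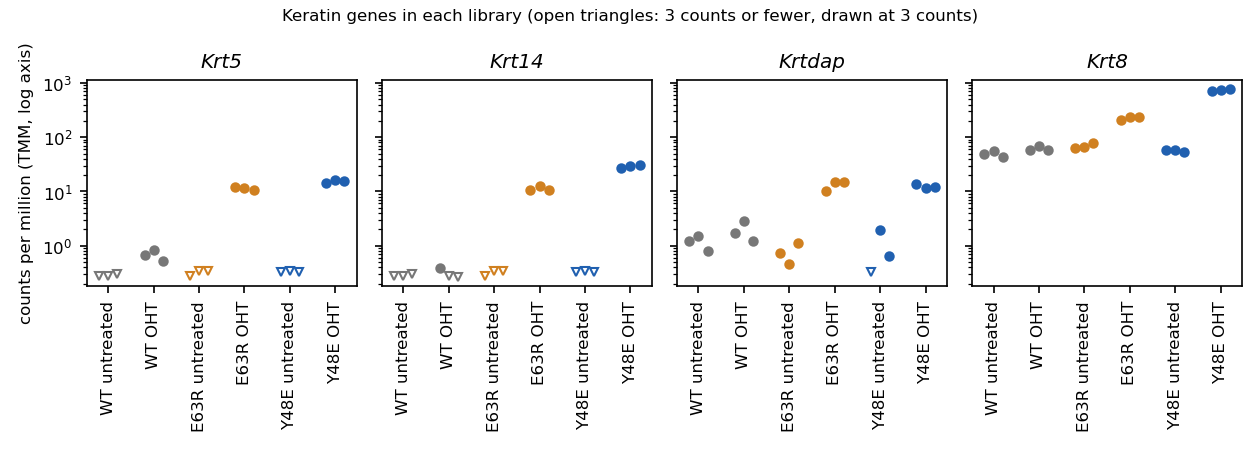
CPM (log axis) of Krt5, Krt14, Krtdap and Krt8 in each of the 18 libraries, grouped by rescue line and by OHT treatment, with 3 libraries per group. Open triangles are libraries with 3 counts or fewer, drawn at 3 counts, and all untreated libraries of Krt5 and Krt14 are of this kind.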

A number of keratin genes showed significant de-repression, including *Krt5* (31-fold), *Krt14* (26-fold), *Krtdap* (9-fold), and *Krt8* (3-fold). 

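Of the 3127 DEGs of the HDAC1–Y48E line, 2245 were not DEGs of the HDAC1–E63R line, a share of 71.8% (95% Clopper-Pearson interval 70.2% to 73.4%, which treats genes as independent). Across the alternatives this share ran from 57.8%, with the OHT-treated HDAC1-WT line as the reference, to 90.3%, with a fit of only the compared libraries. Of the 2245 genes, 1310 were up, with a median log2 fold change of 2.12 in HDAC1–Y48E cells and 0.92 in HDAC1–E63R cells. The other 935 were down, with medians of -1.35 and -0.60. The direction in HDAC1–E63R cells was the same for 2122 of them (94.5%), and 484 also passed the adjusted p threshold there in that direction. A gene past the threshold in one line and not in the other is not shown to differ between them, so the difference was tested. The OHT effect differed between the mutants for 159 of the 2245 genes (7.08%) by adjusted p and a 2-fold difference, and for 235 by adjusted p alone.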

Although we observed a good overlap between the two mutants, the majority of DEGs in Y48E cells were unique to that mutation (70%, 2201 of 3151). Among the pathways perturbed by HDAC1–Y48E was the cellular response to LIF, a critical signalling pathway for the maintenance of pluripotency in mouse ESCs. Upon closer examination, we observed down-regulation of multiple pluripotency-associated transcription factors, including, *Pou5f1*, *Nanog*, and *Esrrb* (Fig. 4D). 

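Pou5f1 (chromosome 17, 35506018 to 35510772, plus strand, mm10) fell from 1066 ± 42.1 to 372 ± 31.1 CPM (SD, n = 3) in HDAC1–Y48E cells after OHT, a log2 fold change of -1.52 (standard error 0.13, edgeR adjusted p = 6.15e-09). In HDAC1–E63R cells it fell from 1194 ± 330 to 712 ± 25.4 CPM (-0.75, standard error 0.13, edgeR adjusted p = 2.30e-04), less than 2-fold, and no longer passed the threshold when only that line's libraries were fitted (edgeR adjusted p = 0.0439). Exons of Gm19553 overlap 14.1% of Pou5f1 on the opposite strand. Nanog (chromosome 6, 122707489 to 122714633, plus strand) fell from 622 ± 29.1 to 254 ± 3.22 CPM with HDAC1–Y48E (-1.29, standard error 0.10, edgeR adjusted p = 7.59e-10) and did not change detectably with HDAC1–E63R (-0.22, edgeR adjusted p = 0.0977). It lies in a part of chromosome 6 whose genes had a higher median in both untreated mutant lines than in untreated HDAC1-WT cells, but Nanog itself was lower there, by log2 differences of -0.52 in HDAC1–Y48E and -0.92 in HDAC1–E63R cells (edgeR adjusted p = 4.03e-04 and 3.07e-07), and the OHT comparison was made within each line. A stretch of 245 bases of Nanog is near-identical to the pseudogene Nanog-ps1. Esrrb (chromosome 12, 86361117 to 86521628, plus strand) fell from 558 ± 13.2 to 179 ± 5.55 CPM with HDAC1–Y48E (-1.64, standard error 0.11, edgeR adjusted p = 1.30e-10). Its fall with HDAC1–E63R was -0.40 (edgeR adjusted p = 0.00853) and did not pass the threshold in 5 of the 6 fits without a library. With HDAC1-WT none of the 3 genes changed detectably, with log2 fold changes of -0.06 for Pou5f1, -0.02 for Nanog and 0.28 for Esrrb (edgeR adjusted p = 0.948, 0.985 and 0.354), although Esrrb passed the threshold when only that line's libraries were fitted (edgeR adjusted p = 0.00943). The falls with HDAC1–Y48E exceeded those with HDAC1-WT by -1.46 for Pou5f1, -1.28 for Nanog and -1.92 for Esrrb on the log2 scale (edgeR adjusted p for the interaction = 4.77e-06, 5.47e-07 and 8.00e-09). They also exceeded those with HDAC1–E63R for Nanog (-1.07, edgeR adjusted p = 4.12e-05) and Esrrb (-1.24, edgeR adjusted p = 2.97e-05), while the difference for Pou5f1 did not pass the threshold (-0.78, edgeR adjusted p = 0.0136). Sox2, also shown in Fig. 4D, fell by 0.68 on the log2 scale with HDAC1–Y48E (edgeR adjusted p = 3.44e-05), less than 2-fold. Of 28 listed naive pluripotency genes, 16 were DEGs with lower and 1 (Dppa3, 1.89) with higher expression in HDAC1–Y48E cells, and 2 were lower in HDAC1–E63R cells. The list includes Pou5f1, Nanog, Esrrb and Prdm14, which the paper names from these same libraries. The median log2 fold change of the list was -1.10 with HDAC1–Y48E (camera adjusted p = 2.30e-09), -0.23 with HDAC1–E63R (camera adjusted p = 0.00369) and 0.13 with HDAC1-WT (camera adjusted p = 0.00503), and with an estimated correlation only the HDAC1–Y48E result passed 0.01. Among its members Klf2 fell by 2.47, Tdh by 3.01 and Tfcp2l1 by 1.70 on the log2 scale with HDAC1–Y48E, and Tdh and Dppa3 have near-identical copies. In the list 20 genes passed the adjusted p threshold over all tested genes with HDAC1–Y48E and 21 adjusted over the list alone, against 13 and 13 with HDAC1–E63R and 0 and 4 with HDAC1-WT, where 11 had an unadjusted p under 0.05.

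**Figure D4:**
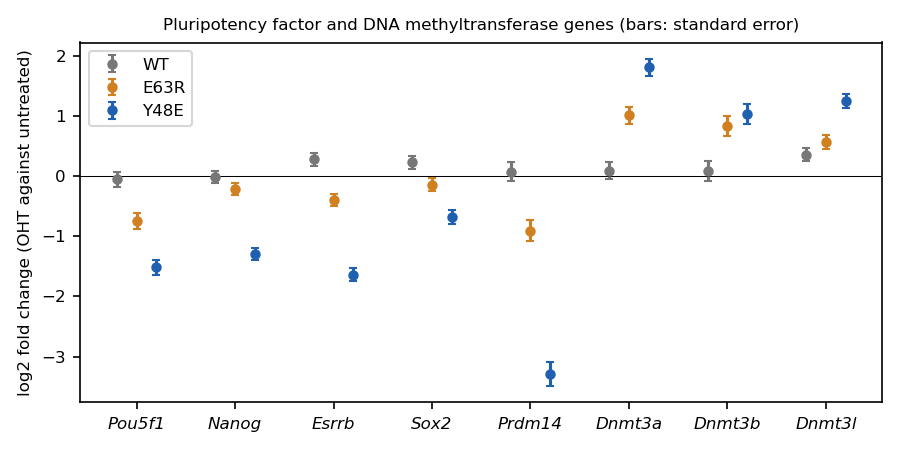
Log2 fold change after OHT (y axis) of pluripotency factor and DNA methyltransferase genes in the HDAC1-WT, HDAC1–E63R and HDAC1–Y48E lines, each from 3 libraries with and 3 without OHT, with bars for the standard error. Pou5f1, Nanog, Esrrb and Sox2 lie lowest with HDAC1–Y48E, where Esrrb reached -1.64.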

ESCs have relatively low levels of DNA methylation, in part due to the repression of DNA methyltransferase (DNMT) enzymes by PRDM14 [44, 45]. 

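Prdm14 (chromosome 1, 13113457 to 13127163, minus strand, mm10) fell from 34.2 ± 4.19 to 3.46 ± 0.654 CPM (SD, n = 3) in HDAC1–Y48E cells after OHT, a log2 fold change of -3.30 (standard error 0.20, edgeR adjusted p = 1.77e-11). It fell by 0.91 on the log2 scale in HDAC1–E63R cells (standard error 0.17, edgeR adjusted p = 5.74e-04), which did not pass the threshold with only that line's libraries (edgeR adjusted p = 0.0369), and did not change detectably with HDAC1-WT (0.07, edgeR adjusted p = 0.948). The fall with HDAC1–Y48E was larger than with HDAC1–E63R by -2.39 (edgeR adjusted p = 7.44e-06) and than with HDAC1-WT by -3.36 (edgeR adjusted p = 3.10e-09). Dnmt3a (chromosome 12, 3806007 to 3914443, plus strand) rose from 97.1 ± 13.9 to 340 ± 23.2 CPM with HDAC1–Y48E, a log2 fold change of 1.81 (standard error 0.14, edgeR adjusted p = 1.14e-09). Dnmt3b (chromosome 2, 153649450 to 153687730, plus strand) rose from 41.4 ± 1.64 to 84.5 ± 4.82 CPM (1.03, standard error 0.16, edgeR adjusted p = 2.76e-05) and Dnmt3l (chromosome 10, 78041947 to 78063622, plus strand) from 235 ± 10.7 to 557 ± 20.5 CPM (1.24, standard error 0.11, edgeR adjusted p = 1.25e-08). All 3 OHT-treated libraries lay above all 3 untreated ones for each of these methyltransferase genes. With HDAC1–E63R the log2 fold changes were 1.01 for Dnmt3a, 0.83 for Dnmt3b and 0.56 for Dnmt3l (edgeR adjusted p = 1.54e-05, 6.71e-04 and 8.00e-04), of which Dnmt3b and Dnmt3l did not pass the threshold when only that line's libraries were fitted. With HDAC1-WT they were 0.09, 0.08 and 0.36, and for Dnmt3l edgeR's adjusted p was 0.226, or 0.00571 with only that line's libraries. The rises with HDAC1–Y48E exceeded those with HDAC1-WT by 1.72 for Dnmt3a, 0.95 for Dnmt3b and 0.89 for Dnmt3l (edgeR adjusted p for the interaction = 1.53e-06, 0.00521 and 2.96e-04), and none of the 3 differed past the threshold between the mutants (edgeR adjusted p = 0.0159, 0.705 and 0.0122). Before OHT, the untreated HDAC1–Y48E cells already had less Prdm14 than untreated HDAC1-WT cells (-0.75 on the log2 scale) and more Dnmt3a (0.95) and Dnmt3l (0.79), and the untreated HDAC1–E63R cells differed in the same directions (-1.43, 1.24 and 0.98).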

The HDAC1–Y48E cells showed a decrease in PRDM14, consistent with a loss of pluripotency, and a corresponding increase in *Dnmt3a*, *Dnmt3b*, and *Dnmt3l* levels. These data demonstrate the requirement for a complete array of HDAC1/2 complexes for normal transcriptional regulation and homeostasis in ESCs.

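The 3 lines were also set against each other directly. Of the 3127 DEGs with HDAC1–Y48E, 1433 (45.8%) had an OHT effect that differed from that with HDAC1-WT by adjusted p and by more than 2-fold, and of the 1111 DEGs with HDAC1–E63R, 276 (24.8%) did. In total, the log2 fold change after OHT was higher for 873 genes and lower for 746 with HDAC1–Y48E than with HDAC1-WT, and higher for 234 and lower for 82 with HDAC1–E63R than with HDAC1-WT. Between the mutants it was higher for 60 genes and lower for 186 with HDAC1–Y48E, where a lower value covers genes that fell more and genes that rose less. A difference of differences carries the error of both lines. With a single line for each rescue protein, it does not separate the mutation from other differences between the lines. With the counts thinned to one total, 94.6% and 91.1% of the genes of the first 2 comparisons were called again. The counts rested in part on single libraries, since without untreated replicate 3 of HDAC1–E63R the comparison with HDAC1-WT gave 485 genes and that between the mutants 459. Without untreated replicate 1 of HDAC1-WT, HDAC1–E63R differed from HDAC1-WT for 206 genes. The paper relates the greater number of DEGs with HDAC1–Y48E to its stronger effect on binding, and states that the number of dysregulated genes follows the number of functional complexes. From these changes, with the loss of pluripotency factors and the gain of keratin and methyltransferase genes among them, the paper concludes that ESCs require the complete array of HDAC1/2 complexes for normal transcription.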

### Comparative analysis of HDAC1 binding partners reveals distinct interactions with a conserved interaction surface

To better understand the binding properties of Y48E and E63R mutants and the molecular determinants of HDAC1 interaction more generally, we performed a comparative analysis using binding partners from all six complex families. These include a recent cryoEM structure of SIN3B/HDAC2 [10], NuRD ^12^ and MiDAC [21, 32] complexes, as well as AlphaFold3 [46] models of MIER1 and RERE bound to HDAC1. What is immediately obvious, is that the mechanism of HDAC recruitment into the SIN3B complex is profoundly different to those complexes employing ELM2/SANT domains (Fig. 5A). SIN3B binding is largely confined to the surface of HDAC1 in proximity to the active site, opposite to Y48 and E63, explaining why these mutations have little effect on SIN3 binding (compare front versus back of HDAC1, Supplementary Fig. S3). In contrast, the ELM2–SANT domain is in direct contact with Y48. A conserved acidic residue is incompatible with the Y48E mutation. There are however binding surfaces conserved between SIN3 and ELM2–SANT binders, including Y333/Y336 (Fig. 5A), such that double mutation to Ala or Asp prevents both types of interaction (Supplementary Fig. S1). The HDAC surface around E63 provides an area of distinctiveness between ELM2–SANT binding partners. We found that MIER1 and RERE were unaffected or showed a slight increase in binding to the E63R mutation, respectively. Interaction with RCOR1 and RCOR2 from the CoREST complex was reduced, but western blotting clearly shows a residual interaction (Fig. 3D). All components NuRD and MiDAC were reduced (Fig. 3E). Examining the molecular details of these interactions, we identified conserved Arg (R189 in MTA1 and R130 in RCOR1) and Lys (K748 in MIDEAS) residues positioned directly towards E63, explaining why these three complexes are most affected by this mutation (Fig. 5B and C). The unstructured ELM2-N loop of RERE appears to circumvent E63 altogether, which explains the increased binding to the E63R mutant (Fig. 3E), particularly in the absence of competing HDAC1 binders. MIER1 associates with the HDAC1–E63 pocket using a non-polar interaction with Y206 and is thus unaffected by the switch in charge (Fig. 5C). By exploiting the unexpected sensitivity of HDAC1-binding proteins to specific surface residues, we are now able to differentiate between the recruitment of these crucial histone-modifying machines.

**Figure 5:**
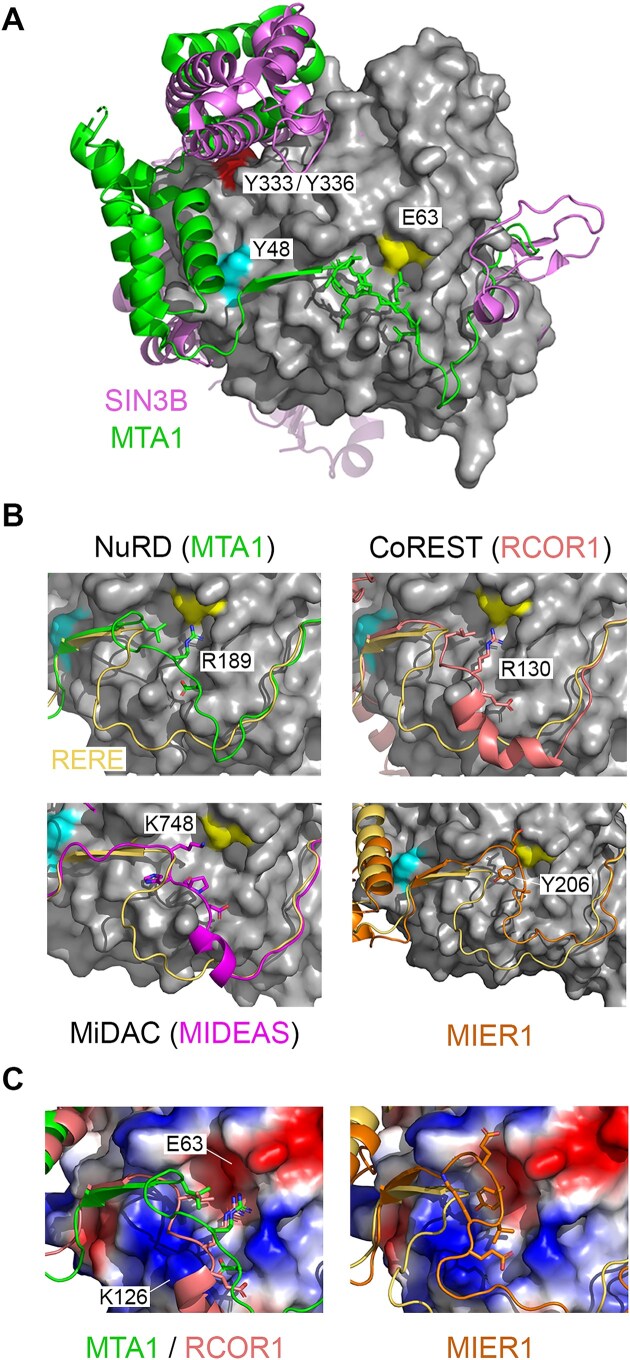
HDAC1-binding proteins have distinct modes of interaction. (**A**) Binary structures of MTA/HDAC1 (5ICN) and SIN3B/HDAC2 (8BPA) are superimposed to demonstrate different binding modalities. Residues required for interaction with binding partners are labelled. (**B**) A binding pocket centred on HDAC1–E63 (yellow) displays conserved and distinct interactions with ELM2/SANT-containing partners as indicated. An AlphaFold3 model of HDAC1/RERE (gold) is used as a reference point for other ELM2/SANT interactors. Panel (**C**) shows the electrostatic surface around HDAC1–E63 utilized by MTA1 and RCOR1, in contrast to MIER1.

## Discussion

The majority of histone-modifying enzymes operate in multiprotein complexes with, PRC2 [47], SAGA [48], and SET1 [49] providing well-studied paradigms. There is though, perhaps no greater variety of complexes housing a single enzymatic activity than the HDAC1/2 deacetylase complexes. HDAC1/2 are incorporated into six different families of multiprotein complexes (SIN3, NuRD, CoREST, MiDAC, MIER, and RERE) defined by multiple previous coIP/mass spectrometry studies [50–54]. Why the cell requires so many different vehicles for HDAC1/2 activity remains to be fully understood. While there have been extensive mapping studies, here we sought to address the possibility of a hierarchy among individual HDAC1/2 complexes. CoIP of HDAC1-Flag from HDAC1/2 DKO cells showed that there are three dominant HDAC1/2 complexes, NuRD (49%), CoREST (28%), and SIN3 (15%), constituting 92% of the total HDAC1 complexes in ESCs. The remaining complexes, MiDAC (3%), MIER (4%), and RERE (1%) make up a relatively minor cohort. Abundance does not entirely define importance of course, deletion of either of the MiDAC components, *Dnttip1* or *Mideas*, caused embryonic lethality in the mouse at e16.5 days [21]. However, KO studies involving components of the NuRD, SIN3A, and CoREST all produced early embryonic phenotypes prior to gastrulation, perhaps hinting at a greater importance at earlier time points [6]. Our experiments also provide insights into the relative composition of the different HDAC1/2 complexes. SIN3A appears to be 10-fold more abundant than SIN3B for instance (Fig. 1B). Similarly, the ratio of MBD3 versus MBD2 is 10:1, which may have implications for their distinct activities in the NuRD complex. These data also give an indication of each of the *core* complex components and those present in sub-stochiometric quantities, CHD4 versus CHD3 (a 325:1 ratio) in the NuRD complex, or CTBP2 versus CTBP1 (an 8:1 ratio) in the CoREST complex, being two of many examples (Fig. 1C). To gain an understanding of composition and abundance between cell types, we compared our data to the HDAC1 coIP reported by Vcelkova *et al.* [53] (shown in Supplementary Fig. S4). Consistent with our study, NuRD was also the most abundant complex by far in mouse embryo fibroblasts (MEFs) and HAP1 cells. However, the ratio of MBD3/MBD2 in MEFs is ∼1:1, compared with 10:1 in mouse ESCs. The MiDAC complex also appears to be similar in abundance to SIN3A and CoREST in MEFs (Supplementary Fig. S4). The abundance of proteins coIP experiments may reflect overall protein expression levels in the cell type being studied. To examine this, we compared the relative abundance of HDAC1/2 complex components in our coIP (Fig. 1) to protein copy numbers from the OpenCell resource [55]. The abundance of complex components in HEK293T cells (OpenCell) largely correlates with the amount of protein pulled-down in an HDAC1-Flag coIP (Supplementary Fig. S5), and again shows NuRD, CoREST, and SIN3A as the dominant complexes. Collectively, data from four different cell types support the assertion that NuRD, CoREST, and SIN3A are the three major HDAC1/2 complexes, and that the level of individual proteins in a complex may reflect overall protein abundance in the cell.

While there have been numerous HDAC1 mutations made previously, the bulk of these have focussed on the catalytic site of the enzyme [56–58]. We present here, the first systematic study of HDAC1 surface residues required to bind 15 separate interacting proteins from each of the 6 multiprotein complex families. Thirteen of these proteins utilize a combination of ELM2–SANT domains to bind to HDAC1, superficially at least, a cut-and-paste mechanism utilized by nature for interaction with HDAC1. Using a comparative analysis of HDAC1/MTA1 and HDAC1/MIDEAS structures [21, 24], we identified three separate regions utilized by these binary complexes (Fig. 2A). We hypothesized that loss of binding in any one of these regions would be insufficient to disrupt HDAC1 interaction since there would still be binding to the remaining two. To our surprise, we found that single (Y48E, K126E) and double (L161E/Y166E, Y333A/Y336A) mutations within each of these regions were capable of disrupting binding to all ELM2/SANT domain-containing proteins (Fig. 3 and Supplementary Fig. S1). Interestingly, Y333A/Y336A (in region 1), whose aromatic rings stack to support interactions with the SANT domain, abolished binding to all HDAC1-binders, including SIN3A/B. Y48 (in region 2) occupies a position on the surface that interacts with the dimerization domain of MTA1 (Fig. 2B, [24]). Mutation to glutamic acid (Y48E) caused loss of binding to all ELM2–SANT domain binders, but retention of binding SIN3A/B. An examination of these residues in other species from yeast to man showed almost complete conservation, with conservative changes (K126 to R and L161 to I) observed only in yeast (Supplementary Fig. S6). A model of the Rpd3 large complex from *Saccharomyces cerevisiae* (Rpd3L, equivalent to SIN3A) [13] showed that residues corresponding to Y48 (Y58) and E63 (E73) form part of a highly conserved surface and readily explain why both mutations are tolerated (Supplementary Fig. S7). Y58 is solvent exposed in both copies of Rpd3 and while it packs against other complex components (Dep1 and Pho23), it forms no significant contacts. E73 is both solvent exposed and far away from any other Rpd3L/SIN3A component. These data support our findings, highlight the relevance of the yeast models for the human counterpart, and demonstrate how well the SIN3A/HDAC complex is conserved despite over a billion years of evolution.

When we introduced HDAC1–Y48E into ESCs, we monitored *increased* binding to SIN3A/B complex components to the mutant (Fig. 3E), presumably because no other factors were competing for HDAC1 binding. Remarkably, HDAC1–Y48E was able to partially rescue the viability of HDAC1/2 DKO cells (∼50% cell viability), suggesting that retention of the SIN3A/B complexes is sufficient for ESC viability (Fig. 3C). We identified a second more subtle mutation in region 3 (E63R) that has near WT deacetylase activity and ability to rescue DKO cells, and that discriminates between the different ELM–SANT complexes (Fig. 2B and Fig. 3D).

There is an assumption that most, if not all, HDAC1/2 complexes play a role in gene regulation. This has been demonstrated comprehensively for the three dominant complexes, NuRD, CoREST, and SIN3A, which are all recruited to DNA by a variety of transcription factors [6, 59]. The jury is still out in this regard for MiDAC and MIER, which have putative roles in mitosis [21, 51] and as a histone chaperone [60] respectively. Cells expressing HDAC1–Y48E retain only functional SIN3A and SIN3B complexes, which is sufficient to retain viability in ESCs, but results in global histone hyperacetylation and the dysregulation of over 3000 genes (Fig. 4A and B). The scale of the effect provides a potent example of the necessity for a full repertoire of ELM2–SANT domain containing complexes. HDAC1–E63R is the first mutation to discriminate between the binding of ELM2–SANT-dependent HDAC1-binding proteins (Fig. 3D). E63R bound MIER1-3 and RERE at the same level as WT while perturbing binding to MTA1-3, RCOR1/2, and MIDEAS (Fig. 3E). These data demonstrate for the first time that despite a common HDAC1 binding modality, the precise molecular interactions on the surface of the enzyme are distinct. In theory, at least, this might suggest that we could exploit differential binding to disrupt protein–protein interactions within each complex and thus generate a complex-specific HDAC inhibitor. In this study, we have defined critical residues on the surface of HDAC1 necessary for incorporation into a diverse group of multiprotein complexes and that against expectation, single point mutations are able to distinguish between the binding of even closely related ELM2/SANT-containing proteins. Consequently, different patterns of binding led to differential gene expression highlighting the distinct function of HDAC1/2 complexes in cells and development.

## Supplementary Material

gkaf918_Supplemental_Files

## Data Availability

The sequencing data underlying this study are available in GEO and can be accessed with the accession number GSE278462. The mass spectrometry data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifiers [PXD060154 (HDAC1 pulldowns) and PXD060158 (histone analysis)].

# Supplementary material for: Mutations on the surface of HDAC1 reveal molecular determinants of specific complex assembly and their requirement for gene regulation
**Source:** Nucleic Acids Res. 2025 Sep 17;53(17):gkaf918. doi: 10.1093/nar/gkaf918
**Supplement:** gkaf918_Supplemental_Files

Supplementary Fig S1

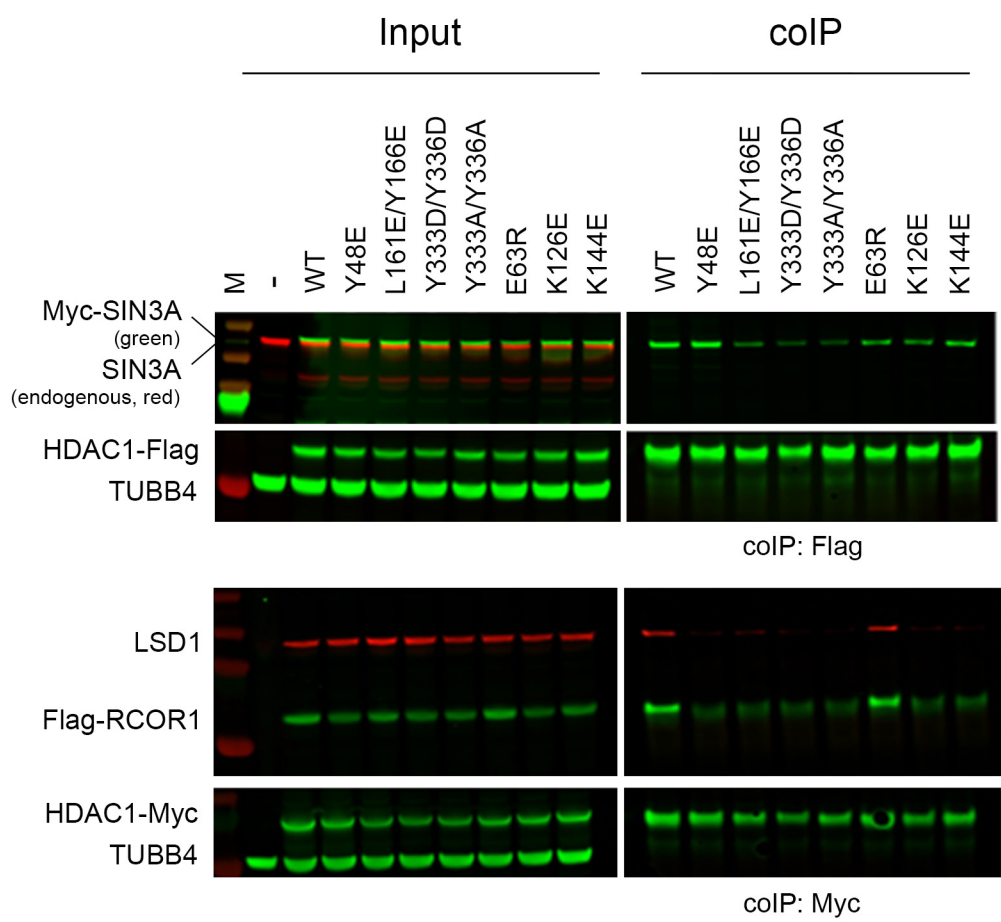

**Fig S1 - HDAC1 surface mutations show differential binding to corepressor partners.** Wildtype or mutant HDAC1 with a Flag-tag or Myc-tag (as indicated) were immunoprecipitated from HEK293T cells. Western blot shows input or binding (colP) of the indicated proteins. TUBB4 was used as a loading control.

Supplementary Fig S2

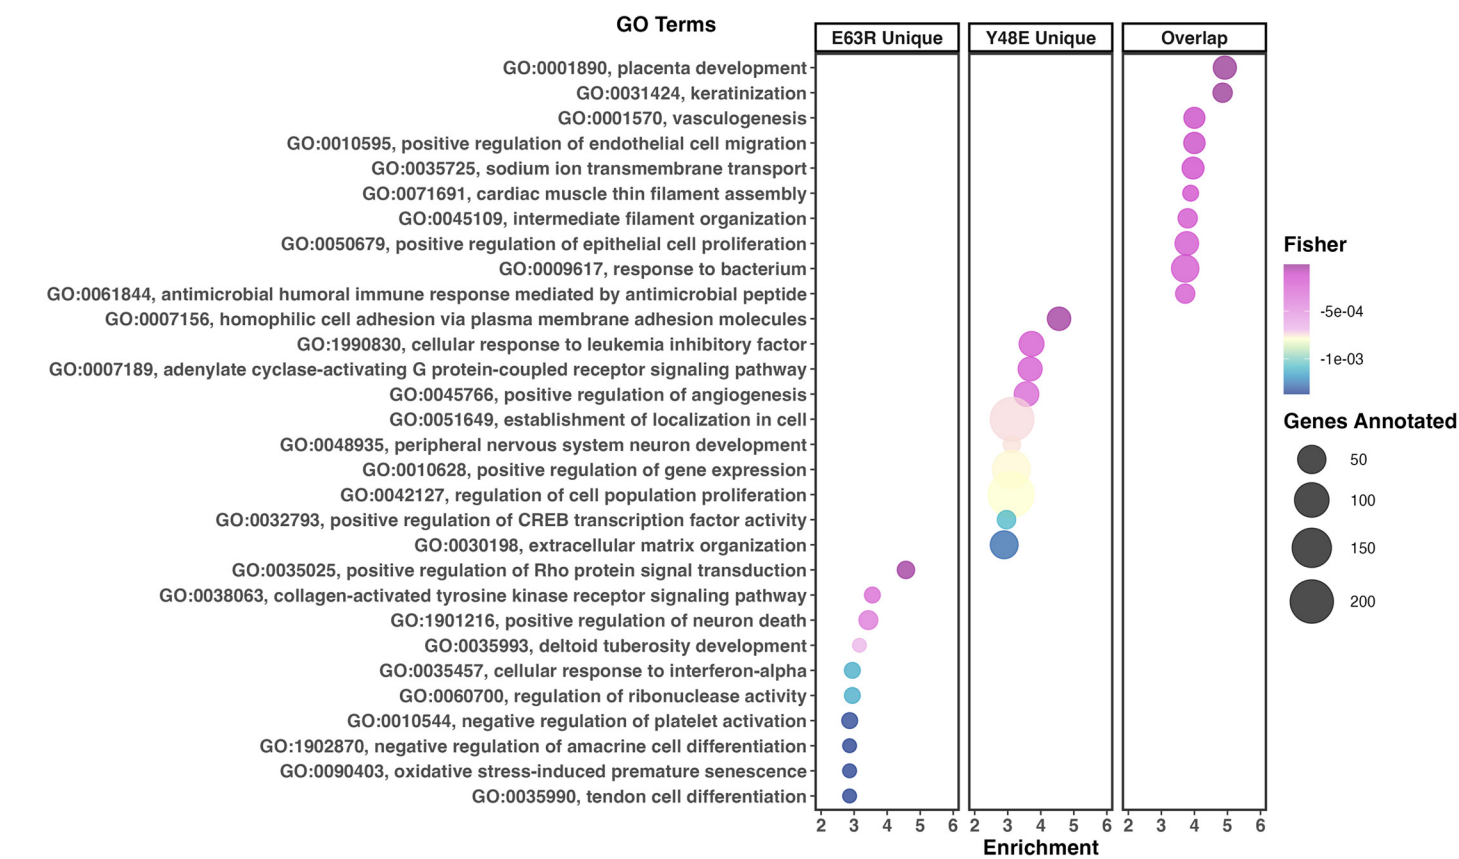

Fig S2 - **Gene ontology (GO) analysis of differentially expressed genes (DEGs).** The 10 most enriched biological process GO terms associated with each individual mutant (*E63R unique* and *Y48E unique*) or shared (*overlap*) are shown (padj <0.01, log<sub>2</sub> fold change > -1) following 24 hours of HDAC1-dTAG degradation.

## Supplementary Fig S3

Front  
oriented on active site

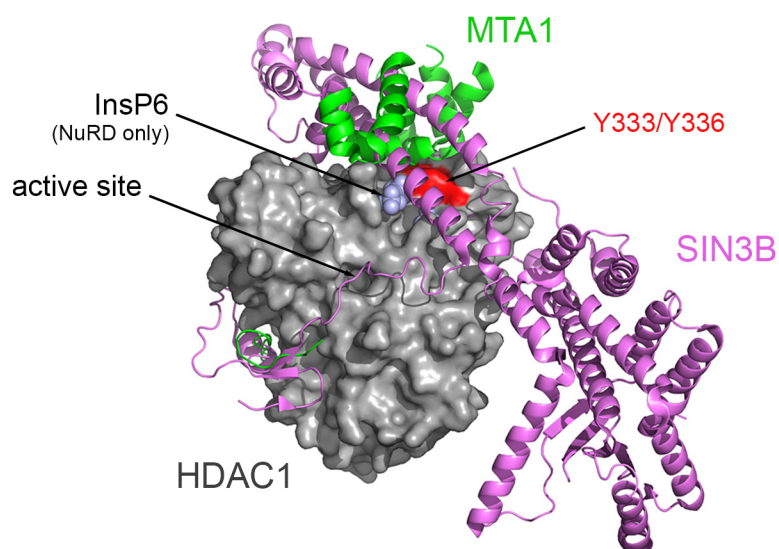

Back

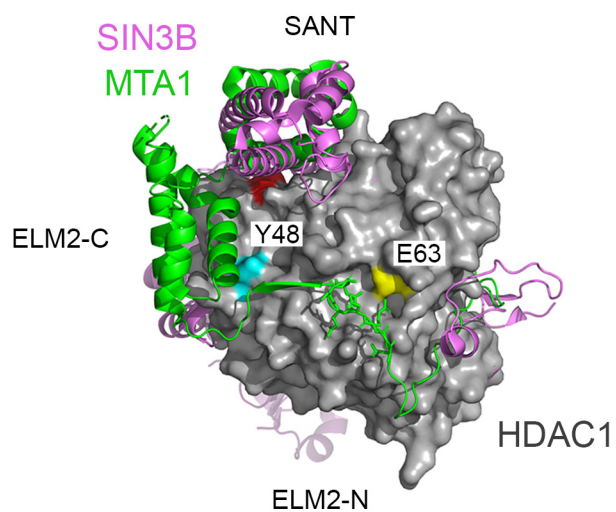

**Fig S3 - HDAC1 binding proteins have distinct modes of interaction.** Binary structures of MTA/HDAC1 (5ICN) and SIN3B/HDAC2 (8BPA) are superimposed to demonstrate different binding modalities. Residues required for interaction with binding partners are labelled. The front of HDAC1 (based on the position of the active site, as indicated) is shown above, with the back below. InsP6 is present only in the NuRD complex, but has been included as a reference point.

Supplementary Fig S4

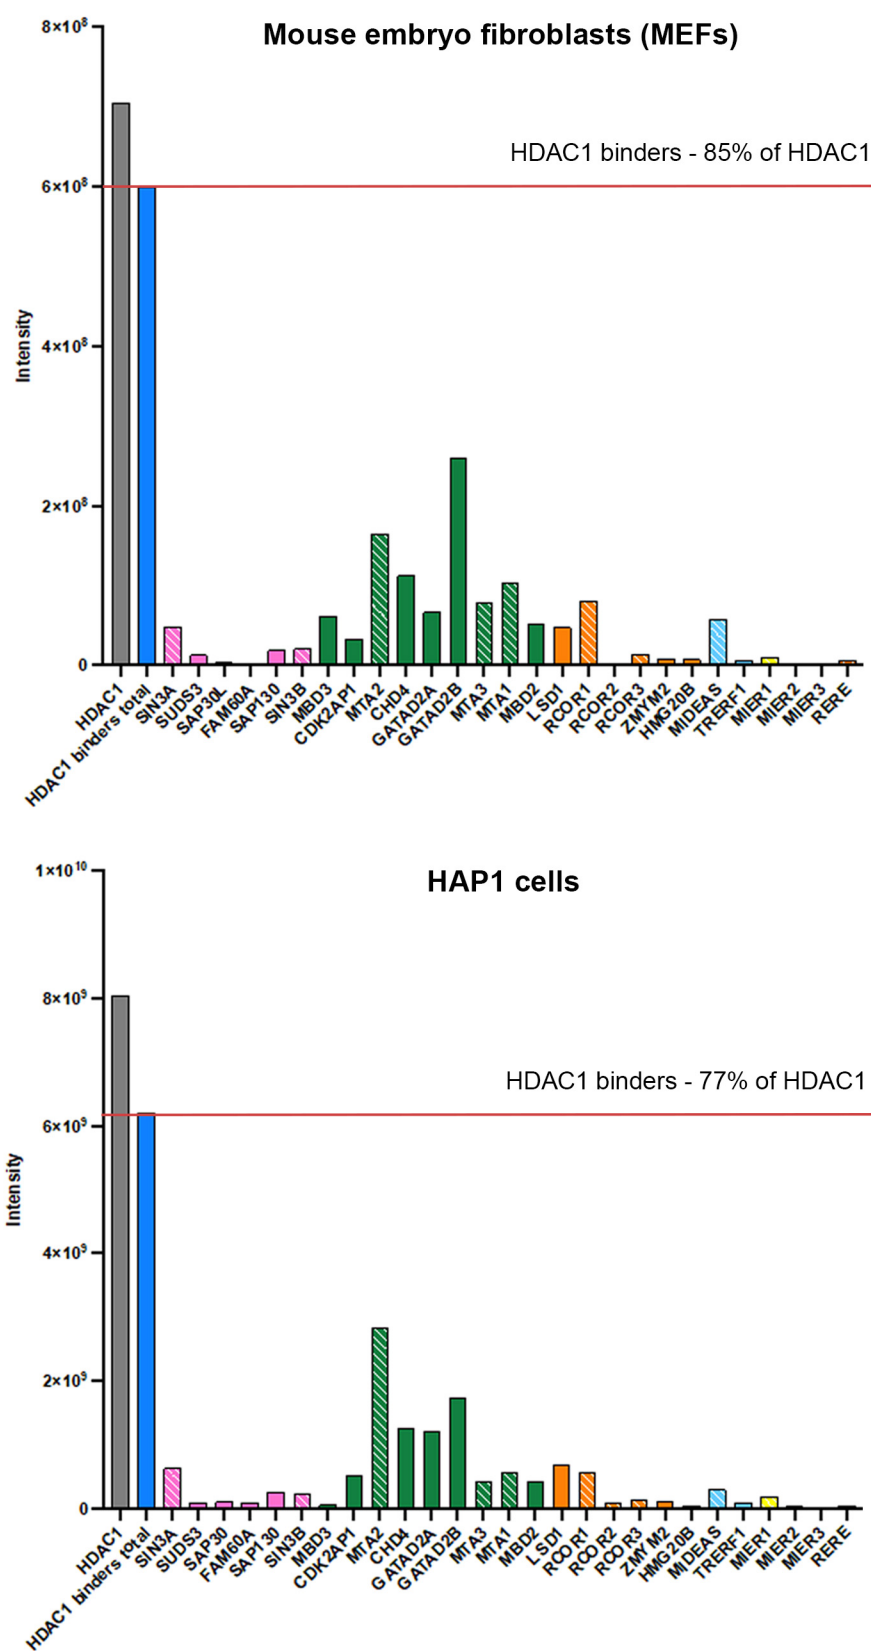

Fig S4 - HDAC1 co-immunoprecipitation / mass-spectrometry data taken from Vcelkova et al., 2023 (PMID:37878419). Intensity values for individual components of HDAC1/2 containing complexes are shown from MEFs and HAP1 cells. Direct HDAC1 binding proteins are indicated by hashed lines.

Supplementary Fig S5

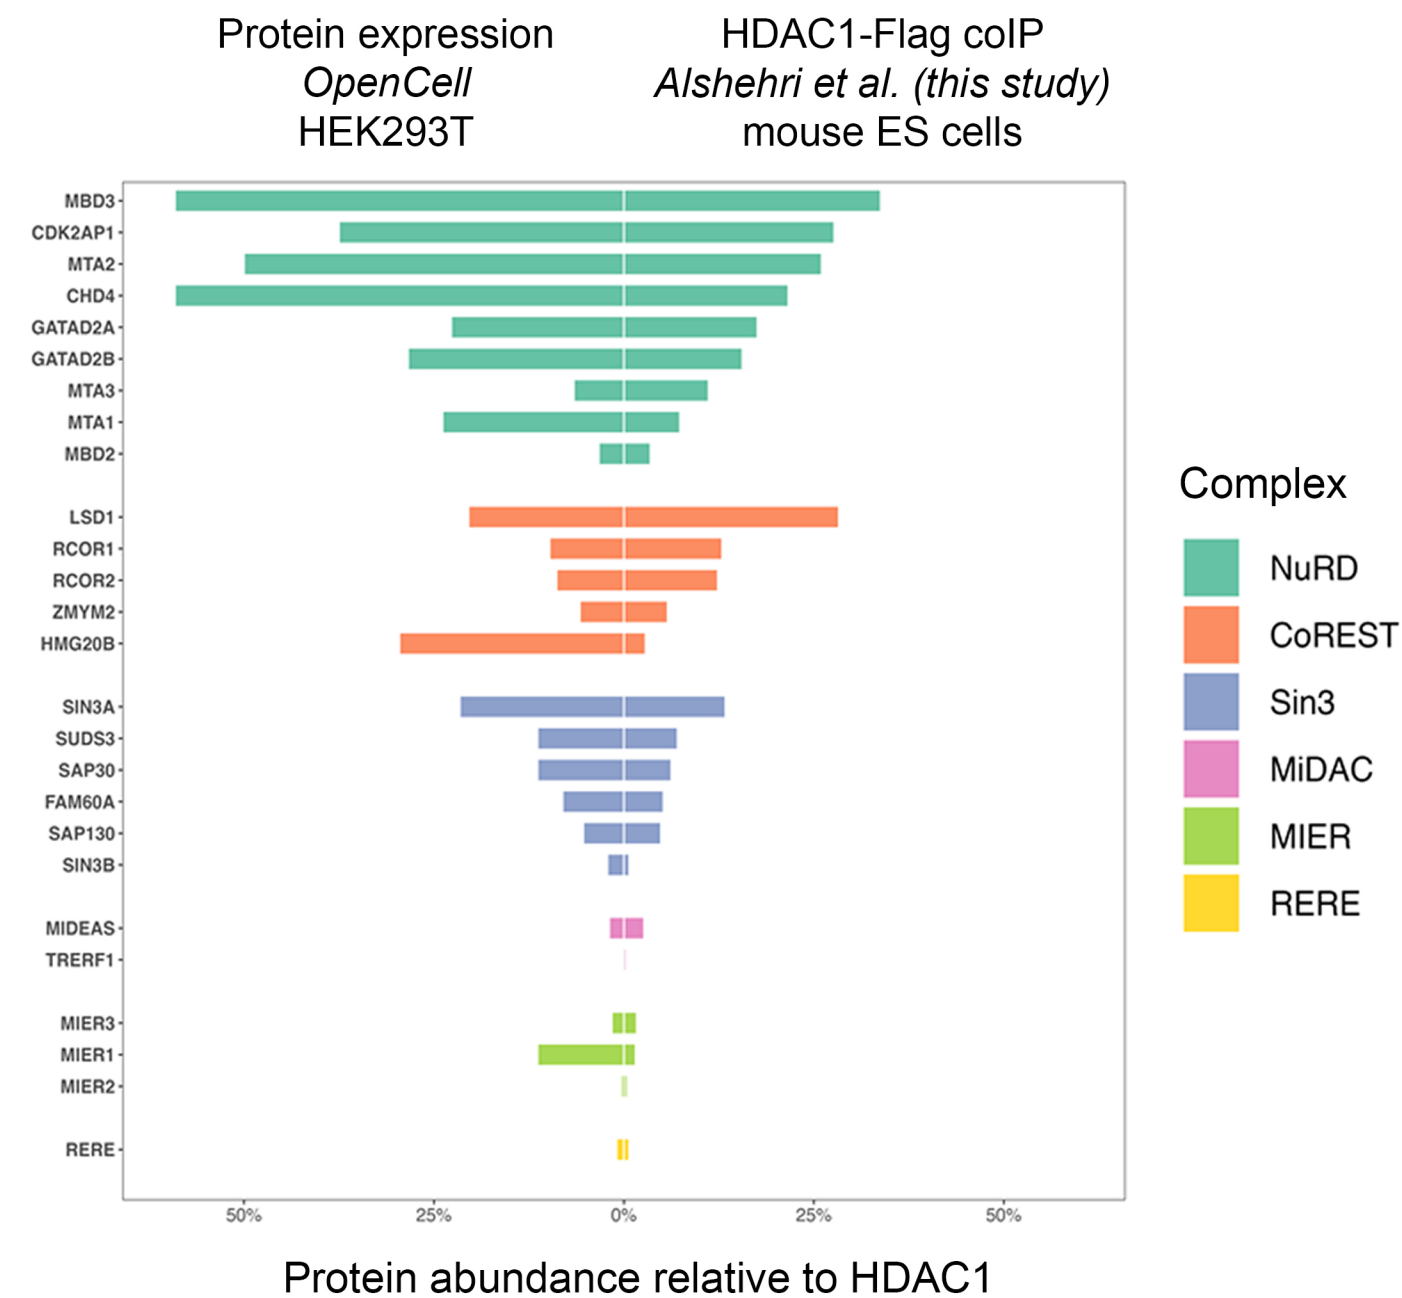

Fig S5 - **Comparison of HDAC1/2 complex component levels.** Graph shows protein abundance levels relative to HDAC1 based on protein copy number estimates from the OpenCell resource (PMID: 35271311) in HEK293T cells (left side) and the HDAC1-flag experiments from this study. Specific proteins are indicated on the left handside and coloured relative to their specific HDAC1/2 complex incorporation.

Supplementary Fig S6

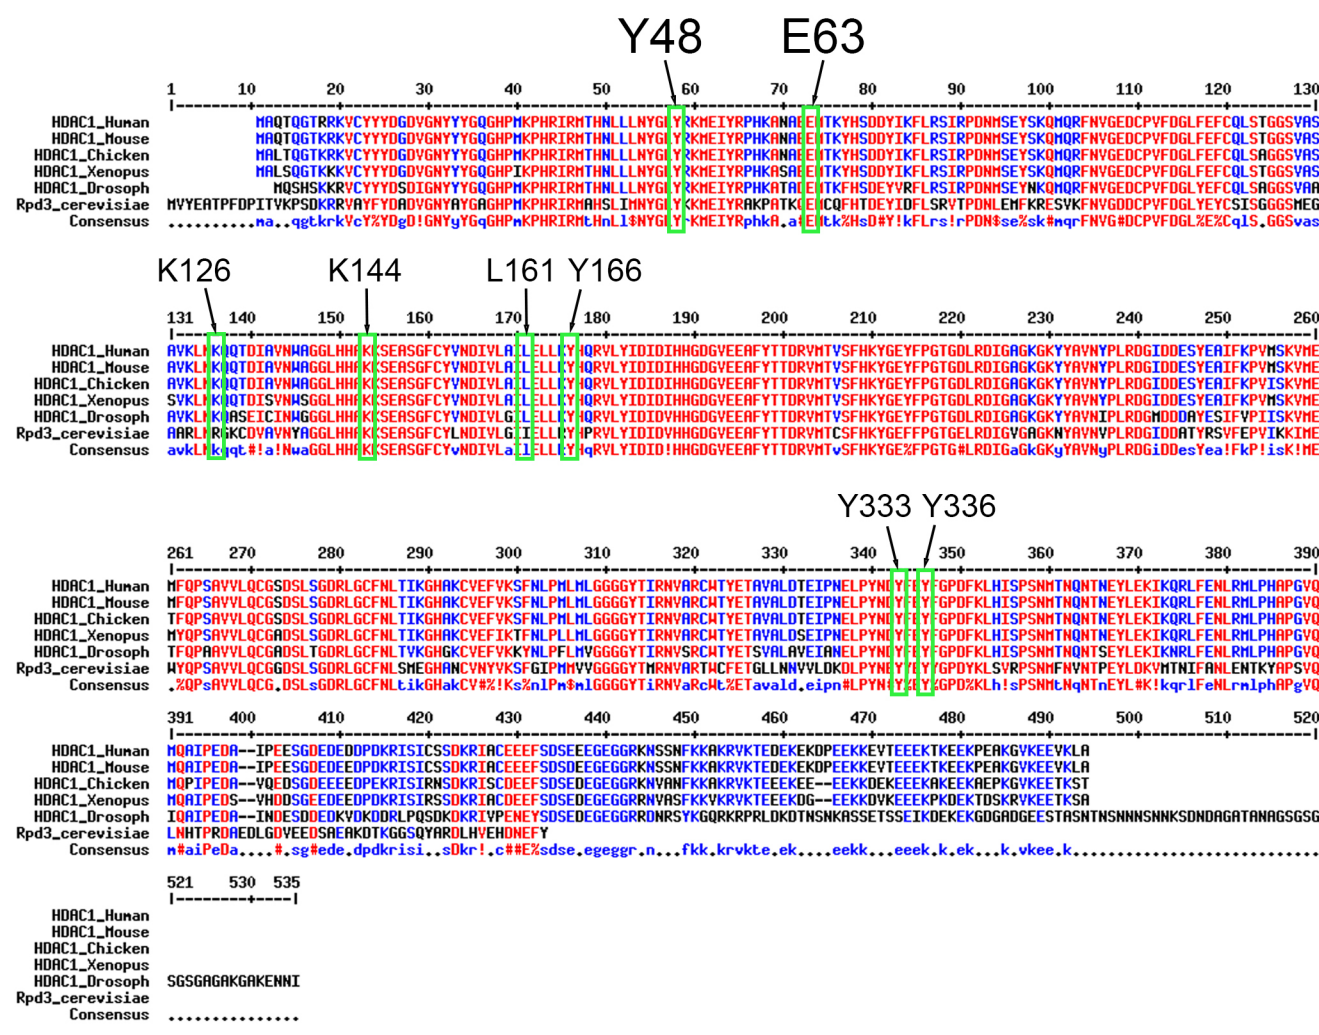

Fig S6 - Alignment of HDAC1 from different species shows conservation of residues examined in the study. The protein sequences from the indicated species were aligned using Multalin (PMID: 2849754). Residues examined in the study are highlighted in green and labelled as shown.

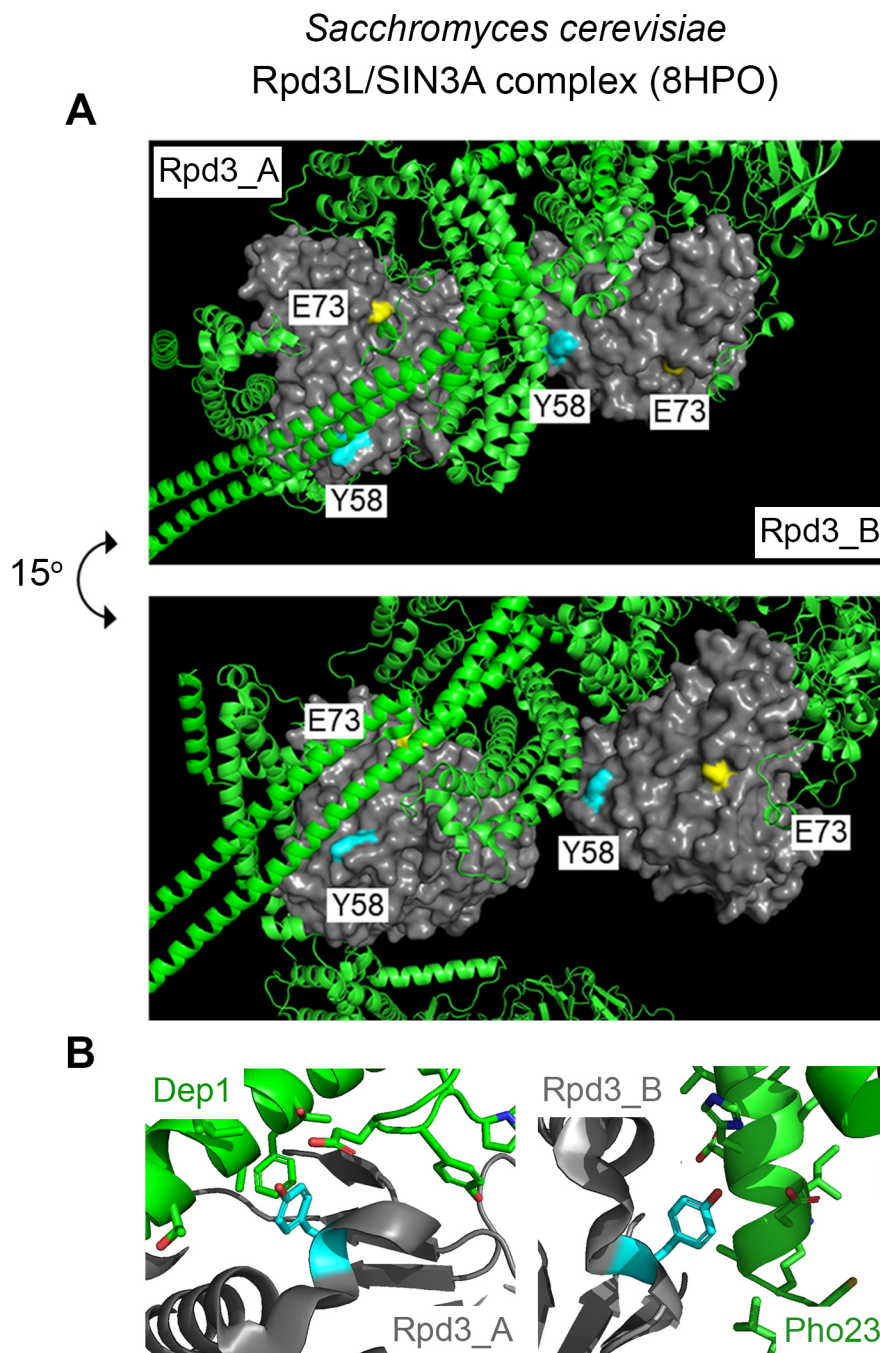

Fig S7 - **Y48 and E63 residues are conserved in the *S. cerevisiae* Rpd3L complex.** (A) Rpd3L complex (8HPO) was used to model interactions of equivalent HDAC1 residues Y48 (Y58) and E63 (E73). The surface of both copies of Rpd3 (A and B) are shown in grey with the positions of Y58 (cyan) and E73 (yellow) indicated. (B) The position on Y58 is shown in relation to adjacent proteins within the complex, Rpd3\_A/Dep1 and Rpd3\_B/Pho23. Pymol detected no interactions within 4 angstroms for Y58 in either Rpd3 subunit.

How the deposited data were processed for this re-analysis (not part of the article)

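RNA-seq had been carried out on mouse Hdac1/2lox/lox ESCs in 3 rescue lines (HDAC1-WT, HDAC1–E63R and HDAC1–Y48E), each without and with OHT, with 3 libraries in each of 6 groups. The authors sequenced paired-end reads, mapped them to mm10 and counted reads per gene symbol. The layout of the count tables is that of htseq-count, and the aligner, the annotation and the use of strand information are not stated in the paper's text. The values are raw counts, which was checked on whole numbers and on unequal totals. The 5 entries that name no gene held between 59.4% and 61.2% of the entries of a library and were left out, and between 42.9% and 45.9% fell on no feature.

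Counts on genes were between 9019615 and 11454638 per library. A floor of 3 counts, the upper 95% limit for a count of 0, lay between 0.248 and 0.343 CPM, and a fold change against a group at or under the floor is given as a lower bound computed against it. This covers counting error only, because reads are not independent molecules without molecular identifiers. No mitochondrial counts were present for the 37 mitochondrial genes listed. GENCODE M21 held 98.6% of the tested symbols and gave positions, exon lengths and GC content. Near-identical copies were found by comparing exon sequences.

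Genes were filtered with edgeR's filterByExpr by group, which left 18791, and libraries were scaled with TMM factors (edgeR 4.0.16 in R 4.3.3). One quasi-likelihood model with a mean per group held all 18 libraries, and p-values were adjusted by the Benjamini-Hochberg method over the tested genes within each comparison. A DEG had an adjusted p under 0.01 and a log2 fold change beyond 1 in either direction, which are the limits given for Fig. 4B. Standard errors of log2 fold changes were derived from the fold change and the F statistic. Each line after OHT was compared with the same line without OHT. The difference between lines was tested as an interaction, and untreated mutant lines were compared with the untreated HDAC1-WT line. Overlaps were tested with Fisher's exact test (two-sided) among the tested genes, and shares have 95% Clopper-Pearson intervals.

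Lists of keratin, trophoblast, vascular, naive pluripotency, formative and primed, primitive endoderm, 2-cell, imprinted and clustered protocadherin genes were compared with the other genes by camera (limma 3.58.1, preset correlation 0.01, prior count 2), adjusted over all lists and lines. Gene ontology terms were not recomputed. Levels of the genes of HDAC1/2 complex components were described without a test.

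The comparisons, tests, gene lists and alternatives, and the rule for the genes named, were set before the data were examined, with the exceptions stated where they occur. Named genes were those the paper names in its RNA-seq results or labels in Fig. 4B or Fig. 4D, Hdac1, Hdac2 and complex components, and in each comparison the 5 largest increases and 5 largest decreases among called genes whose groups did not overlap and whose mean was at least 1 CPM. Members of a list were named where they were called and met the same conditions.

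The alternatives were relative log expression factors, no filter on low counts, a block for the replicate number, a model of only the libraries compared, edgeR's glmTreat against a 2-fold change, counts thinned to the smallest library, the DESeq2 Wald test (DESeq2 1.42.0) without and with shrinkage by apeglm (1.24.0), the OHT-treated HDAC1-WT line as the reference, an adjusted p limit of 0.05, and each library left out in turn. For lists they were fry, an estimated correlation and relative log expression factors. DESeq2 with fold changes shrunken by a normal prior was added after the data were seen, as were the counts of genes at an unadjusted p under 0.05.

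The procedure was tested on simulated counts. Of 200 genes given a log2 change of 2, edgeR recovered 80.5% with 1 false call among 18000 unchanged genes, its interaction test 74% and DESeq2 85.5%. Where no change was put in, 0 of 18200 genes were called in one comparison and 1 of 17294 in another. Of 100 random lists, camera gave 2 an unadjusted p under 0.05. A shift of 0.58 on the log2 scale put into chromosome 6 was found as 0.56. Random steps used a seed of 1.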

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

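The tests of library size, batch, near-identical copies, chromosome segments and single libraries were chosen only after the result was seen, and those of copies and segments were revised once after a first form, whereas the tests of other splits, the trend with GC content and gene length for counts and lists, the share on the segments and the correlation with the other mutant were chosen before.

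The effect of OHT differed between groups by a direct test of the difference, for 1619 genes between HDAC1–Y48E and HDAC1-WT, 316 between HDAC1–E63R and HDAC1-WT and 246 between the mutants. Libraries thinned to one total called 94.6%, 91.1% and 94.3% of these genes again, and 90.1%, 91.5% and 95.5% were called again after each library's trend with GC content and gene length was removed, which argues against library size and such a trend as the whole cause. In 100 random regroupings of the libraries, the real one included, 4, 4 and 5 gave as many genes, a share that for the difference between the mutants was not under 0.05. A first draw of 30 regroupings had given 2, 2 and 3, and the number was raised to 100 after these were seen. Of the other regroupings that gave as many, 3 of 3, 3 of 3 and 4 of 4 kept the 3 OHT-treated libraries of each line together, and so kept the difference between the OHT-treated lines. The highest counts, 2112, 1182 and 556, were among these. The 91 regroupings per comparison that mixed the OHT-treated libraries of the lines, set apart after the counts were seen, gave at most 22, 82 and 7 genes. The comparison between the mutants also hung on untreated replicate 3 of HDAC1–E63R, without which 459 genes were called, 220 of them (89.4%) among the 246. Without that library the comparison of HDAC1–E63R with HDAC1-WT rose from 316 to 485 genes, and without untreated replicate 1 of HDAC1-WT it fell to 206. A difference in the rescue protein, which the design names, stays open beside differences between the lines that were present before OHT. Among these was the level of Hdac1, lower than in untreated HDAC1-WT cells by log2 differences of -1.02 in untreated HDAC1–Y48E cells and -0.96 in untreated HDAC1–E63R cells (edgeR adjusted p = 5.60e-08 and 8.81e-08). Part of Hdac1 (1450 bases) is 96.3% identical to a copy, which leaves this level uncertain.

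The lines differed before OHT, in a comparison the paper does not report. Between untreated HDAC1–Y48E and untreated HDAC1-WT cells 1047 genes were called, and 1437 between untreated HDAC1–E63R and untreated HDAC1-WT cells. In 1 of the 10 splits of the 6 libraries, the real one, as many genes were called in each case, and 3 libraries against 3 cannot give a share under 0.1. Thinning left 94.7% and 92.9% of the genes called and removal of the trend with GC content and length 94.9% and 90.5%. Genes outside the chromosome segments described next made up 78.8% and 81.4% of the called genes with a known position, so the segments are not the whole cause, although the segments held 21.2% and 18.6% of these genes against 11.4% of the tested ones. If the mutant proteins already acted in part before OHT as they do after it, the difference could resemble the OHT effect in the other mutant line. Across genes, which are not independent replicates, the Pearson correlations were -0.0619 and -0.0864 (0.00 and 0.03 in simulated unchanged groups). That OHT effect is measured from the other mutant's own untreated cells, so a change already complete before OHT would be missing from it. The correlations therefore cannot rule out an action before OHT. The labels name no batch, so a test of batch could not decide, and a culture or sequencing batch and the line cannot be told apart. The 2 comparisons share the untreated HDAC1-WT libraries, and their correlation of 0.74 exceeded the 0.48 of simulated groups with the same sharing.

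Stretches of chromosomes 6, 8 and 14 were shifted in both mutant lines, in a comparison the paper does not report. Against untreated HDAC1-WT cells, the median log2 difference of untreated HDAC1–Y48E cells was 0.75 over 144 genes from 20 to 80 Mb of chromosome 6, 0.46 over 291 genes from 80 Mb onward, 0.49 over 468 genes of chromosome 8 up to 110 Mb and -0.43 over 83 genes of chromosome 14 from 70 Mb. In untreated HDAC1–E63R cells the medians were 0.74, 0.44, 0.56 and -0.48, and over all 6 groups the other chromosomes lay between -0.15 and 0.04. Segment borders were placed on the same values. Exceptions within chromosome 8 were the 10 Mb windows from 20 and 60 Mb, at -0.65 and -0.35 in untreated HDAC1–Y48E cells against 0.42 and 0.57 in untreated HDAC1–E63R cells. Beyond that stretch, the 71 genes in the window from 120 Mb of chromosome 8 had medians of -0.30 in both untreated mutant lines. With the trend with GC content and length removed, the medians closest to 0 among the 4 mutant groups were 0.75, 0.40, 0.42 and -0.30, so that trend is not the cause. An extra copy next to 2 would give 0.58. The larger medians from 80 Mb of chromosome 6 (0.46) and on chromosome 8 (0.56) are consistent with one extra copy in part or all of the cells, and the value for chromosome 14 (-0.48) with a loss in part of them. From 20 to 80 Mb of chromosome 6 the median of 0.75 (bootstrap 0.68 to 0.77) exceeded what a single extra copy gives. A change in copy number remains a hypothesis, found and tested on the same libraries, and DNA was not analysed here. Nanog lies in the second stretch of chromosome 6 but was lower in the untreated mutant lines (log2 differences of -0.52 in HDAC1–Y48E and -0.92 in HDAC1–E63R cells), and its OHT comparison was made within each line.

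Genes of the 2-cell stage, which the paper does not discuss, were lower after OHT in the HDAC1-WT line (camera adjusted p = 1.04e-05, median log2 fold change -0.60, or -0.52 with genes near the floor at their bounds) and higher with HDAC1–E63R (camera adjusted p = 2.67e-07, median 1.59, 13 of 21 genes called up) and HDAC1–Y48E (camera adjusted p = 0.00275, median 1.37, 12 called up and 2 down), with all 3 OHT-treated libraries on that side in each line. With an estimated correlation the HDAC1–Y48E result did not pass (camera adjusted p = 0.0586). Over all tested genes 15 and 14 members passed the adjusted p limit in the mutants, and 16 and 15 adjusted over the list alone, with 3 adjusted over the list alone in the HDAC1-WT line. Of the list, 10 genes were DEGs of both mutants (Fisher's exact test, adjusted p = 9.77e-08 over 9 lists). Reads matching several places (6.29% to 7.86% per library) were not counted on genes. The smallest log2 change of the summed counts of the Zscan4 and Usp17l families was 1.09, so reads exchanged between the members of these families do not account for their rise. Reads shared with genes outside these families were not tested. Both families were already higher in the mutant lines before OHT. The summed Zscan4 counts were 92.9 CPM in untreated HDAC1–E63R and 216 CPM in untreated HDAC1–Y48E cells, against 5.94 CPM in untreated HDAC1-WT cells. In the same order, those of Usp17l were 22.0, 45.8 and 3.51 CPM. After removal of the trend with GC content and length the larger camera adjusted p was 5.4e-04. Zscan4d rose by 2.56 and 2.28 on the log2 scale with HDAC1–E63R and HDAC1–Y48E, Arg2 by 1.65 and 1.87, and Tmem92 fell by 2.69 with HDAC1–Y48E. A biological change stays a hypothesis, since it was found on these libraries.

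Imprinted genes, as a list also outside what the paper discusses, had a median log2 fold change after OHT of 0.33 with HDAC1–E63R (camera adjusted p = 0.0433, 8 called up and 2 down of 36). With HDAC1–Y48E the median was 0.51 (camera adjusted p = 0.0385, 11 up and 1 down). Neither passed 0.01 with camera, nor with an estimated correlation (camera adjusted p = 0.0959 with HDAC1–E63R and 0.0922 with HDAC1–Y48E), while fry gave adjusted p = 3.90e-07 and 1.98e-08. With the trend with GC content and length removed, the larger fry adjusted p was 1.67e-04. Camera then gave adjusted p = 0.0340 with HDAC1–E63R and 0.0504 with HDAC1–Y48E, so the rise of the list rests on fry. In HDAC1-WT cells the list did not move (camera adjusted p = 0.266). Over all tested genes 16 and 17 passed the adjusted p limit in the mutants, and 18 and 20 adjusted over the list alone, and 9 were DEGs of both (Fisher's exact test, adjusted p = 7.15e-05 over 9 lists). H19 rose by 2.52 and 2.32, Plagl1 by 2.71 and 2.24, Nnat by 2.52 and 2.75 and Cdkn1c by 1.25 and 2.79 on the log2 scale. A loss of imprinting was not tested, because the counts do not separate the parental alleles.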

How the results depend on the processing

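No test in this part was chosen only after the result was seen, apart from the alternative with normal-prior shrinkage and the counts at an unadjusted p, which were added after the data were seen.

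The order HDAC1-WT, HDAC1–E63R, HDAC1–Y48E of the numbers of DEGs up and down held under each alternative that was run for all 3 lines. The 10 DEGs of the HDAC1-WT line rested most on the processing. No filter on low counts gave 30 up and 20 down, only the libraries compared 22 and 8, DESeq2's Wald test 25 and 10, the same with apeglm shrinkage 18 and 9, with normal-prior shrinkage 20 and 9, and an adjusted p limit of 0.05 gave 19 and 7. Thinned counts gave 3 up. The test of glmTreat, which asks for more than a 2-fold change, left 0 up and 0 down, with 147 up and 115 down at an unadjusted p under 0.05. The cause of the other changes was not tested.

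With glmTreat HDAC1–E63R had 179 DEGs up and 11 down, HDAC1–Y48E 832 and 323, and 161 were shared. The OHT effect differed for 376 genes between HDAC1–Y48E and HDAC1-WT, 39 between HDAC1–E63R and HDAC1-WT and 19 between the mutants, and the untreated lines differed for 200 and 288 genes. A stricter null hypothesis makes these counts smaller by construction. The share of HDAC1–E63R DEGs that were also HDAC1–Y48E DEGs was then 84.7%, and the share of HDAC1–Y48E DEGs that were not HDAC1–E63R DEGs 86.1%.

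With only the libraries compared, HDAC1–E63R had 310 DEGs up and 92 down, 352 were shared (shares 87.6% and 90.3%), 145 genes differed between HDAC1–E63R and HDAC1-WT and 544 between the untreated lines. With no filter on low counts, 530 genes differed between HDAC1–E63R and HDAC1-WT and 419 between the mutants, and the second share was 68.8%. DESeq2's Wald test gave 486 genes for HDAC1–E63R against HDAC1-WT and shares of 76.8% and 69.2%, and with normal-prior shrinkage the second share was 69.6%. Against the OHT-treated HDAC1-WT line, HDAC1–E63R had 644 DEGs down and 1443 DEGs were shared (82.1% and 57.8%), where the 2 comparisons have 3 libraries in common. An adjusted p limit of 0.05 gave 1413 DEGs up for HDAC1–E63R, 594 genes for HDAC1–E63R against HDAC1-WT and 491 between the mutants, with shares of 76.1% and 67.1%. The cause was not tested for these.

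Replicate numbers did not pair the libraries: deviations from the group mean correlated between libraries of the same number at -0.05 to 0.04, with 0 of 15 pairs over 0.1. A block for the replicate number left 4 DEGs up in the HDAC1-WT line, and 804 up and 184 down with HDAC1–E63R and 1774 and 1041 with HDAC1–Y48E.

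Across the 6 fits that each left out one library of a comparison, the HDAC1-WT line had from 1 to 4 DEGs up and from 2 to 4 down, HDAC1–E63R from 684 to 916 up and from 187 to 356 down (356 without untreated replicate 2) and HDAC1–Y48E from 1686 to 1749 up and from 1015 to 1047 down. Across 12 such fits the shared DEGs ran from 701 to 930, and the shares from 70.7% to 83.4% and from 69.3% to 76.9%. The interaction between HDAC1–Y48E and HDAC1-WT gave from 1378 to 1453 genes, that between HDAC1–E63R and HDAC1-WT from 206 (without untreated replicate 1 of HDAC1-WT) to 485 (without untreated replicate 3 of HDAC1–E63R), with 209 without OHT replicate 2 of HDAC1–E63R, and that between the mutants from 184 to 459 (without untreated replicate 3 of HDAC1–E63R). The untreated comparisons gave from 855 to 904 and from 1192 to 1630 genes. Fewer samples lower such counts, so the ranges below the full counts, those of HDAC1–Y48E and of genes up with HDAC1-WT, follow in part from the fits themselves.

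For gene lists, fry gave adjusted p = 0.00108 for keratin genes and 0.0191 for naive pluripotency genes with HDAC1-WT, 0.00692 for vascular genes with HDAC1–E63R, 9.83e-04 and 0.00210 for formative genes with HDAC1–E63R and HDAC1–Y48E, 0.00269 for primitive endoderm genes with HDAC1–E63R, and 3.90e-07 and 1.98e-08 for imprinted genes in the mutants. An estimated correlation gave camera adjusted p = 0.157 and 0.149 for naive pluripotency genes with HDAC1-WT and HDAC1–E63R and 0.0586 for 2-cell genes with HDAC1–Y48E. Because fry tests a list without comparing it with the other genes, it can pass where camera does not. With the trend with GC content and length removed, fry adjusted p was 0.762 for vascular and 0.0566 for primitive endoderm genes with HDAC1–E63R. The fry adjusted p was then 0.0794 and 0.206 for formative genes with HDAC1–E63R and HDAC1–Y48E, and 0.00152 for keratin genes with HDAC1-WT.

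Of 2217 values of single named genes recomputed, 2095 kept their direction and side of the threshold, 99 were weaker, 15 stronger and 8 reversed. Against the OHT-treated HDAC1-WT line, Hdac1 was -0.51 with HDAC1–E63R and -0.64 with HDAC1–Y48E on the log2 scale, Hdac2 was 0.31 and 0.22, and Tmem92 with HDAC1–Y48E was 2.57. In the HDAC1-WT line Dnmt3b was -0.0758 without untreated replicate 2, Akr1cl -1.84 without OHT replicate 1 and Peg10 -0.0381 without untreated replicate 1, and across the fits without a library they ran from -0.0758 to 0.22, from -1.84 to 3.47 and from -0.0381 to 0.164. None of these 3 genes passed the threshold there with all libraries. Depth limits Krt5, Krt14 and Akr1cl, which were at or under 3 counts in untreated mutant libraries and have only lower bounds.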

Differences from the paper's values

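The paper gives 21 genes with higher expression after OHT in the HDAC1-WT line, and 7 were found here. Of 15 alternatives set before the data were examined, 5 raised the count to between 18 and 30: no filter on low counts (30), only the libraries compared (22), the DESeq2 Wald test (25), the same with apeglm shrinkage (18) and an adjusted p limit of 0.05 (19). The other 10 gave 7 or fewer: relative log expression factors, the replicate block, glmTreat, thinned counts and the 6 fits that each left out one library. DESeq2 with normal-prior shrinkage, which was chosen after seeing the values, gave 20.

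The paper gives 8 genes with lower expression in the same line, against 3 here. The count rose to between 7 and 10 with only the libraries compared (8), the DESeq2 Wald test (10), the same with apeglm shrinkage (9) and an adjusted p limit of 0.05 (7). Of the other 11 of the 15, no filter on low counts gave 20 and the rest 4 or fewer. With normal-prior shrinkage, chosen after seeing the values, the count was 9.

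For Krtdap, Supplementary Table S2 gives the paper's log2 fold change as 3.23 with HDAC1–E63R (paper's standard error 0.36), against 4.07 here. None of the 14 alternatives set before the data were examined came within 0.36 of the paper's value, and their values ran from 2.75 with the OHT-treated HDAC1-WT line as the reference to 4.41 without untreated replicate 3 of HDAC1–E63R. With HDAC1–Y48E the paper's value is 3.00 (paper's standard error 0.36), against 3.68 here. Of 14 alternatives, the OHT-treated HDAC1-WT line as the reference (2.66) and the fit without untreated replicate 1 of HDAC1–Y48E (3.27) came within 0.36 of the paper's value, and the other 12 did not. With DESeq2 and normal-prior shrinkage, chosen after seeing the values, the log2 fold changes were 3.25 and 3.01. Of 12 values for single genes set beside Supplementary Table S2, only these 2 differed by more than the larger standard error. The paper's text gives 31-fold for Krt5 and 26-fold for Krt14, below the lower bounds found here with HDAC1–E63R (35.7-fold and 35.8-fold), which were less than 1.5 times as high. These bounds are not shrunken. With DESeq2 and normal-prior shrinkage, chosen after seeing the values, the log2 fold changes with HDAC1–E63R were 5.00 for Krt5 and 4.74 for Krt14, and under that setting the log2 fold changes of Supplementary Table S2 fell within 0.05 for 29 of 29 HDAC1-WT, 1226 of 1226 HDAC1–E63R and 1994 of 1994 HDAC1–Y48E genes whose symbols were found.

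Fig. 4D marks Esrrb and Dnmt3l as changed in the HDAC1-WT line. Here edgeR's adjusted p was 0.354 for Esrrb and 0.226 for Dnmt3l, and both passed 0.01 only with the model of only the libraries compared (edgeR adjusted p = 0.00943 and 0.00571).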

Other observations

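The tests of the single library, of strand and of the number of detected genes were chosen only after the result was seen. The counts at an unadjusted p were also added after the results were seen.

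For the OHT comparisons of HDAC1-WT, HDAC1–E63R and HDAC1–Y48E with their own untreated cells, 1 of the 10 splits of the 6 libraries, the real one, gave as many DEGs in each line, and a share under 0.1 cannot be had with 3 against 3. The other 9 splits had no DEGs in any line, with 524 to 841 genes at an unadjusted p under 0.05 for HDAC1-WT, 886 to 2781 for HDAC1–E63R and 401 to 445 for HDAC1–Y48E, against 1852, 6886 and 9583 for the real split. The corresponding ranges before OHT were 614 to 716 genes for HDAC1–Y48E and 1013 to 3049 for HDAC1–E63R. For the DEGs shared by the mutants, 1 of the 100 pairs of splits, the real one, gave as many. Every other pair held a split without DEGs and could share none, so this adds nothing to the splits of the single lines.

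Untreated replicate 3 of HDAC1–E63R stood apart from its group. Its median absolute deviation from its group was 0.458 on the log2 scale, against 0.10 to 0.14 in the other groups, it had 19294 detected genes, and ribosomal protein genes took 15.6% of its counts. Its deviation correlated across genes with exon length at a Spearman coefficient of -0.57, against -0.18 to 0.25 in the other groups, which is consistent with a loss of reads that depends on gene length. With 10746701 counts on genes (10.7 in units of 1e+06) it was not among the smallest libraries. Groups of 3 were not tested for outliers, and the library was kept.

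More genes were detected after OHT in the mutant lines. With all libraries thinned to one total, the smaller of the 2 increases was 2140.7 genes, in HDAC1–E63R, against 2513.3 in HDAC1–Y48E and 8.6 in HDAC1-WT, so library size does not account for it. Untreated replicate 3 of HDAC1–E63R, which had the fewest detected genes, enters the increase of that line.

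Among 157 genes that lie inside exons of an abundant gene on the opposite strand, the median ratio of reads per base to that gene was 1.80, and 113 had a ratio of at least 0.5, which is consistent with strand-specific counting of libraries made without strand. Of the DEGs, 27 with HDAC1–E63R and 62 with HDAC1–Y48E had at least 0.5 of their exon length inside opposite exons, and for 21 and 40 of them the other gene was a DEG in the same direction.

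Formative and primed genes did not pass 0.01 with camera in any line (camera adjusted p = 0.878 with HDAC1-WT, 0.0448 with HDAC1–E63R and 0.266 with HDAC1–Y48E, medians -0.03, 0.55 and 0.64 on the log2 scale). Primitive endoderm genes did not either (camera adjusted p = 0.742, 0.173 and 0.734, medians -0.05, 0.31 and 0.36), nor did clustered protocadherin genes (camera adjusted p = 0.742, 0.515 and 0.247, medians 0.26, -0.25 and -0.95). With HDAC1–Y48E 5, 6 and 2 members of these lists passed the adjusted p limit over all tested genes and 6, 6 and 1 adjusted over the list alone.

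Levels of mRNA in OHT-treated HDAC1-WT cells were 4.01 ± 0.696 times as high for Mbd3 as for Mbd2 (SD, n = 3), 10.7 ± 2.85 times for Chd4 as for Chd3, 1.88 ± 0.153 times for Sin3a as for Sin3b and 1.41 ± 0.0808 times for Hdac1, with any mapped reads of the rescue transgene, as for Hdac2. The ratios were 0.938 ± 0.111 for Ctbp2 to Ctbp1, 1.85 ± 0.0711 for Rbbp4 to Rbbp7, 0.908 ± 0.114 for Mta2 to Mta1, 2.10 ± 0.436 for Rcor2 to Rcor1, 8.05 ± 2.05 for Rcor1 to Rcor3 and 16.4 ± 1.51 for Rcor2 to Rcor3. These are ratios of CPM without correction for gene length. In the same order they were 6.48, 11.2, 2.56, 1.83, 0.675, 0.617, 0.688, 3.79, 19.3 and 70.6 per kilobase of exon, and in untreated HDAC1-WT cells, uncorrected, 4.99, 11.9, 1.55, 1.06, 0.891, 2.00, 1.09, 1.73, 8.23 and 14.4.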
